# Transcription factors and stress response gene alterations in human keratinocytes following Solar Simulated Ultra Violet Radiation

**DOI:** 10.1038/s41598-017-13765-7

**Published:** 2017-10-19

**Authors:** Thomas L. Des Marais, Thomas Kluz, Dazhong Xu, Xiaoru Zhang, Lisa Gesumaria, Mary S. Matsui, Max Costa, Hong Sun

## Abstract

Ultraviolet radiation (UVR) from sunlight is the major effector for skin aging and carcinogenesis. However, genes and pathways altered by solar-simulated UVR (ssUVR), a mixture of UVA and UVB, are not well characterized. Here we report global changes in gene expression as well as associated pathways and upstream transcription factors in human keratinocytes exposed to ssUVR. Human HaCaT keratinocytes were exposed to either a single dose or 5 repetitive doses of ssUVR. Comprehensive analyses of gene expression profiles as well as functional annotation were performed at 24 hours post irradiation. Our results revealed that ssUVR modulated genes with diverse cellular functions changed in a dose-dependent manner. Gene expression in cells exposed to a single dose of ssUVR differed significantly from those that underwent repetitive exposures. While single ssUVR caused a significant inhibition in genes involved in cell cycle progression, especially G2/M checkpoint and mitotic regulation, repetitive ssUVR led to extensive changes in genes related to cell signaling and metabolism. We have also identified a panel of ssUVR target genes that exhibited persistent changes in gene expression even at 1 week after irradiation. These results revealed a complex network of transcriptional regulators and pathways that orchestrate the cellular response to ssUVR.

## Introduction

Solar ultraviolet radiation (UVR) is one of the most impactful environmental factors affecting human skin and leads to an array of photo damage endpoints, including sunburn, erythema, edema, immune suppression, as well as skin cancers^1^. Epidemiological studies have established an association between chronic or intense sun exposure and increased risk of melanoma and non-melanoma skin cancers^2^. The ozone layer effectively blocks most solar radiation that has wavelength less than 290 nm, so that the UVR reaching the skin surface is a mixture of 5–10% UVB (290–320 nm) and 90–95% of UVA (320–400 nm). Both UVA and UVB are able to induce DNA damage in mammalian cells. Exposure to UVB directly targets DNA and induces two major types of DNA lesions: cyclobutane pyrimidine dimers (CPDs) and (6–4) pyrimidine-pyrimidone photoproducts [(6–4)PPs]. UVA induces reactive oxygen species (ROS) that generate oxidative DNA damage (such as 8-oxo-deoxyguanine)^3,4^. Failure to repair these DNA lesions can result in either cell death or an accumulation of mutations, which in turn may lead to skin tumor initiation and progression.

The mammalian skin is the largest organ that covers the surface and protects the body from various external stimuli including solar UV radiation^5^. Skin consists of two main layers: the epidermis that is composed of keratinocytes, melanocytes and Langerhans cells, and the dermis that contains fibroblasts, fibrocytes, nerve ending, vasculature and immune cells^5^. Besides its function as a protective barrier, skin produces cytokines, neurotransmitters and hormones, which actively regulate both local and global homeostasis through its melatoninergic and steroidogenic system^5–7^. Recent studies showed that keratinocytes produce melatonin and its metabolites as well as several novel vitamin D3 metabolites to protect skin cells against UVR-induced damage^7–9^.

Moreover, cells have developed a highly-sophisticated response (DNA damage response, DDR) to protect the integrity of the genome. Multiple DNA repair pathways are actively involved in repairing UVR-induced DNA damage^3,4^. Simultaneously, DNA-damage induced signaling cascades are activated; DNA replication and transcription are temporarily stalled at the sites of damage; and chromosome segregation is paused at cell cycle checkpoints. These events lead to dynamic transcriptional changes that subsequently contribute to a series of divergent cellular UV responses, including DNA damage repair, cell cycle arrest, and apoptosis^10^.

Transcriptional changes induced by UV radiation have been extensively studied in skin cells both *in vitro* and *in vivo*, including keratinocytes, fibroblasts, melanocytes, and human epidermis *in vivo* ^11–19^. It should be noted that most of the studies have focused on UVR at a specific region of the spectrum such as UVA, UVB or UVC. Gene expression changes in response to solar UV radiation with a solar-simulated spectrum has not been fully characterized, particularly using repetitive irradiation protocols. A study on human monocyte-derived dendritic cells demonstrated that solar simulated UV radiation (92.5% UVA + 7.5% UVB) upregulated genes involved in cellular stress and inflammation and downregulated genes involved in chemotaxis, vesicular transport and RNA processing^20^. Recent studies on reconstructed skin indicated that daily UV radiation (DUVR, a mixture of 96.5% UVA and 3.5% UVB) modulated genes involved in cutaneous biology and stress response^21,22^. Using reconstructed skin, the expression of 225 and 241 genes were analyzed by quantitative PCR array in fibroblasts and keratinocytes respectively, which were exposed to either DUVR or UVA alone. Interestingly, while 97% of gene changes in fibroblast are modulated by both DUVR and UVA, only 80% of altered genes are regulated in common with keratinocytes, suggesting that dermal fibroblasts and epidermal keratinocytes have different responses after exposure to DUVR or UVA^21–23^. However, only a limited number of genes were analyzed in these studies.

We previously investigated global changes of histone post-translational modifications in human keratinocytes exposed to solar simulated UVR (ssUVR composing 95% UVA and 5% UVB)^24^. The acetylation of several lysine residues located on histone H3 and H4 was reduced after either a single dose of radiation or 3–5 repetitive exposure of ssUVR. Since acetylation neutralizes the positive charge of lysine residues and facilitates chromatin remodeling toward a more relaxed, open conformation, histone acetylation is normally associated with active gene expression^25,26^. To investigate whether ssUVR-induced hypoacetylation leads to changes in gene expression, we analyzed the expression profiles of human keratinocytes exposed to single or repetitive irradiation of ssUV. Differentially expressed genes following ssUVR were identified and subsequently analyzed for pathways and upstream regulators that may contribute to the cellular response to ssUV radiation.

## Results

### Transcriptional profiling of gene expression of HaCaT cells in response to ssUVR

Immortalized human keratinocyte HaCaT cells were exposed to either a single, high dose of ssUVR (12 J/cm^2^) or 5 repetitive doses of ssUVR (once every three days) at 3, 6 or 12 J/cm^2^ (Fig. 1A). The range of doses used in the study is comparable to what a person would be exposed to when standing outside for 40 minutes (3 J/cm^2^) to 2.5 hours (12 J/cm^2^) at noon under a clear sky with a UV index of 6 or higher^24^. Our previous study found that HaCaT cells exposed to a single dose of 12 J/cm^2^ exhibited a moderate increase of phosphorylated histone variant H2AX, a well-characterized marker of DNA damage, at 1 hour post irradiation, as well as limited cell death (less than 20%) at 24 hours after irradiation^24^. Irradiated cells were harvested 24 hours post irradiation and subjected to transcriptional profiling. 

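HaCaT is an immortalized line of human keratinocytes, the epithelial cells of the outer skin. The single exposure was measured in 2 libraries of cells that received 12 J/cm2 of ssUVR and 2 libraries of sham cells, all harvested at 24 hours. The authors aligned the reads to hg38 and summed those in exons per gene. The deposited level of each gene is in RPKM, the reads of a gene over its exon length and the size of the library. No further scaling between libraries was added here. These 4 libraries held 40202526 to 45938748 reads in genes. Levels were taken as log2(RPKM + 1) for the 11999 genes with at least 1 RPKM in at least 2 libraries, and limma was fitted once to all 16 libraries with their 8 conditions. A gene was called a DEG at an adjusted p under 0.05 and a mean of at least 10 RPKM in 1 of the groups compared. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so each p rests on the spread between the biological replicates pooled over the 8 conditions. Gene lists were fixed before the deposited levels were examined, apart from those that the study names. The paper's results were known by then, so the choice of lists was not independent of these libraries. No list passed the test of limma's camera once the correlation between its genes was estimated from the libraries (lowest adjusted p = 0.0671).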

To mimic human skin repetitively exposed to ssUVR, cells were exposed to 5 repetitive doses of ssUVR at 3, 6, 12 J/cm^2^ and were collected at 24 hours post irradiation. 

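The repetitive schedule gave 8 libraries, with 2 each for sham, 3, 6 and 12 J/cm2. Depth was 25086990 to 41740088 reads in genes, and 21859 to 24142 genes had a level above 0. Between 90.6% and 91.7% of the reads counted for these libraries lay in genes, against 96.5% to 97.4% in the 8 libraries of the other schedules. All 3 doses were set against the same 2 sham libraries, so an error in a sham level enters each dose alike. The unit, filter and model were those of the single exposure.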

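The recovery experiment has 2 libraries of cells taken 1 week after the last of 5 exposures to 12 J/cm2 and 2 libraries of sham cells that went through the same schedule. Their depth was 35651738 to 38531763 reads in genes, and 19553 to 20043 genes had a level above 0. Levels in RPKM were tested in the same limma model, with the sham libraries of the recovery experiment as the control.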

To examine the persistence of gene expression changes, cells were exposed to 5 repetitive doses of ssUVR at 12 J/cm^2^, and were collected at 1 week after the last irradiation. Two biological replicates of controls (sham) or irradiated cells (UVR) were collected for each dose or time point.

**Figure 1:**
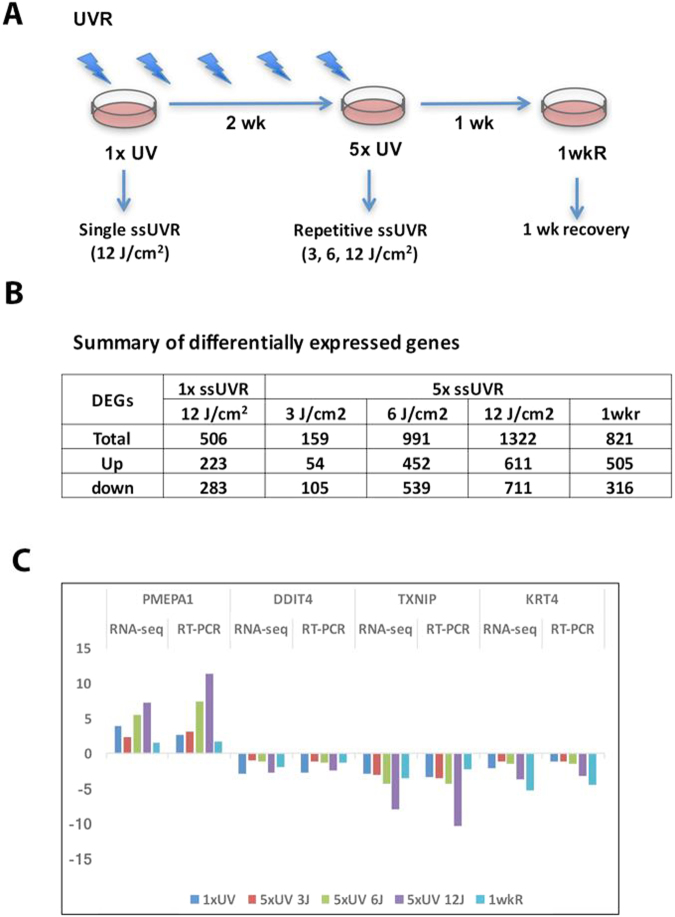
ssUV radiation modulates gene expression in HaCaT cells. (**A**) Schematic diagram showing the ssUV radiation and recovery of HaCaT cells. (**B**) Summary of differentially expressed genes in cells exposed to a single dose of radiation (1xssUVR), 5 repetitive radiation (5xssUVR), and 1 week recovery (1wkR) after repetitive radiation. (**C**) Validation of RNA-Seq results by quantitative real-time PCR. The PCR results are presented as fold change to the level expressed in untreated sham samples, and compared to those obtained from RNA-Seq.

Characterization of gene expression changes induced by ssUVR was carried out by RNA-seq. Using the Illumina HiSeq. 2500 platform, a total of 0.6 billion reads were obtained from 16 RNA samples with an average of 38.2 million reads per sample. More than 90% of reads were mapped to human genome (Hg38). Data analysis was performed using Biomedical Genomics Workbench version 3.5.3 (Qiagen). Differential gene expression was analyzed using Advance RNA-seq plug-in tool (Qiagen) by comparing each treated group versus corresponding control group. The genes with a false discovery rate (FDR) < 0.05 between control and treated group and an average mean of total counts no less than 10 were defined as differentially expressed genes (DEGs). A total of 5 DEG lists were generated to represent genes changed in the different treatments (Supplemental Table 1). The numbers and the direction of regulation (Up or down) of DEGs in different exposure groups are summarized in Fig. 1B. In cells exposed to a single ssUVR at 12 J/cm^2^, a total of 506 DEGs genes were identified, of which 223 genes were up-regulated and 283 down-regulated. 

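PTHLH, which encodes parathyroid hormone-related protein, rose in cells exposed to a single dose by a log2 fold change of 1.42 (standard error 0.12, adjusted p = 1.0e-04 from limma). THBS1, a glycoprotein of the extracellular matrix, rose by 1.33 (adjusted p = 1.0e-04 from limma). Higher levels were also found for CYR61, a matrix signalling protein, at 0.98 (adjusted p = 4.7e-04 from limma) and for TFRC, the transferrin receptor, at 0.93 (adjusted p = 0.00143). Among the lower genes, CRABP2 binds retinoic acid in the cytoplasm and had a log2 fold change of -0.89 (adjusted p = 0.00295 from limma). ELF3, an epithelial transcription factor, had -0.85 (adjusted p = 7.9e-04 from limma), and KRT13, a keratin of mucosal epithelium, had -0.82 (adjusted p = 9.7e-04). In total 1065 of the genes tested were DEGs, 703 of them higher and 362 lower. With the libraries rescaled by the trimmed mean of M values (TMM), 373 higher and 722 lower genes were called. The total was 508 without sham library SSUV1, 461 without sham library SSUV2 and 254 without irradiated library SSUV3.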

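In cells that received 12 J/cm2 5 times, JUN, a subunit of the AP-1 transcription factor, rose by a log2 fold change of 1.56 (standard error 0.11, adjusted p = 3.4e-06 from limma). EFNB2, a membrane-bound ephrin ligand, rose by 1.45 (adjusted p = 1.7e-05 from limma). NGFR, a receptor for neurotrophins, had a log2 fold change of -1.57 (adjusted p = 3.1e-05 from limma), and FGFR3, a receptor for fibroblast growth factors, had -1.55 (adjusted p = 1.2e-06). RHOV, a small GTPase, had -1.57 (adjusted p = 1.4e-04 from limma). At this dose 2368 genes were DEGs, with 1408 higher and 960 lower (1096 higher and 1182 lower after TMM). The total moved less than 1.5 times when any 1 of its 4 libraries was left out.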

In cells exposed to 5 repetitive doses of ssUVR at 12 J/cm^2^, the total number of DEGs was increased to 1322, including 611 up-regulated and 711 down-regulated genes. In contrast, cells collected at 1 week post irradiation exhibited a reduced number of DEGs (n = 821) compared to those at 24 hours post irradiation. 

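The change between 24 hours and 1 week was tested gene by gene as the difference of the 2 responses, between separate sets of libraries, each with its own sham group. ALDH3A1, an aldehyde dehydrogenase, had a response higher at 1 week by 2.02 (adjusted p = 3.4e-05 from limma) on the log2 scale. The difference was 1.41 (adjusted p = 1.7e-04 from limma) for SCEL, a protein of the cornified envelope. It was -1.68 (adjusted p = 1.4e-04 from limma) for PTHLH, which had risen at 24 hours. In all, 1059 genes responded differently at the 2 times, 605 of them with the higher response at 1 week and 454 with the lower. This number was 696 without library SSUV5 of the 5x sham group, and 676, 651 and 574 without libraries SSUV13, SSUV14 and SSUV15 of the recovery experiment.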

The number of DEGs was positively correlated with the exposure frequency of ssUVR, but negatively correlated with the recovery time. Moreover, classification of the protein functions of DEGs using Ingenuity Pathway Analysis (IPA) revealed that enzymes, transcriptional regulators, kinases, and transporters are the top represented categories in all five DEG lists (Supplemental Fig. 1).

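The effect of repetition at 12 J/cm2 was tested as the response to 5 doses minus the response to 1, between separate sets of libraries, each with its own sham group. TNFAIP3, which restrains NF-kB, responded more to 5 doses, by 0.66 (adjusted p = 0.00666 from limma) on the log2 scale. For PKP1, a desmosome protein, the difference was -0.49 (adjusted p = 0.00508 from limma), and for CYP4F11, a fatty acid hydroxylase, it was -0.78 (adjusted p = 0.00388). Of the genes tested, 251 responded differently, 65 with a higher and 186 with a lower response to 5 doses (105 higher and 163 lower after TMM). Without 1 library this number was 72, 149, 51 and 133 (SSUV1 to SSUV4, single exposure), 56 and 471 (SSUV5 and SSUV6, 5x sham), and 759 and 102 (SSUV11 and SSUV12, 5x irradiated). It was 13 with only the libraries of the groups compared and 426 after quantile normalization.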

In order to validate RNA-seq results, 4 genes were selected (PMEPA1, DDIT4, TXNIP, KRT4) based on their expression changes. While PMEPA1 is the top upregulated gene in cells exposed to either a single dose ssUVR or 5 repetitive ssUVR, DDIT4, TXNIP and KRT4 are among top 10 downregulated genes in both treatments (Supplemental Table 1). 

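PMEPA1 encodes a membrane protein that dampens TGF-beta signalling and lies on chromosome 20 of hg38 from 57648392 to 57711536. After a single dose its level was 17.3 ± 0.954 RPKM (SD, n = 2) in irradiated cells and 4.28 ± 0.0506 RPKM (SD, n = 2) in sham cells, a log2 fold change of 1.79 (standard error 0.11, adjusted p = 1.4e-05 from limma). After 5 doses at 12 J/cm2 its log2 fold change was 2.60 (adjusted p = 1.9e-07 from limma). It ranked 1 by size among higher genes in both treatments. DDIT4, an inhibitor of mTORC1 on chromosome 10 of hg38 from 72273919 to 72276036, fell from 272 to 95.2 RPKM after 1 dose, with a log2 fold change of -1.51 (adjusted p = 9.9e-04 from limma). After 5 doses it had -1.43 (adjusted p = 2.5e-04 from limma) and ranked 11 among the lower genes. TXNIP, which binds thioredoxin and limits glucose uptake, lies on chromosome 1 of hg38 from 145992435 to 145996579. Its log2 fold change was -1.25 (adjusted p = 0.0150 from limma) after 1 dose and -2.69 (adjusted p = 6.1e-05) after 5, with ranks 2 and 1. KRT4, a mucosal keratin on chromosome 12 of hg38 from 52806549 to 52814116, had -0.98 (adjusted p = 0.0162 from limma) and -1.66 (adjusted p = 2.8e-04), with ranks 5 and 4. For the single dose, TXNIP had adjusted p = 0.106 from limma without library SSUV2 and 0.113 without library SSUV3, and KRT4 had adjusted p = 0.0553 without library SSUV1, 0.0910 without library SSUV2 and 0.124 without library SSUV3.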

As shown in Fig. 1C, although the fold change of each gene from RT-qPCR is slightly different to those obtained from RNA-seq, the trend of gene regulation remains the same. Thus, the RNA-seq results indicate that ssUVR alters the global gene expression profile.

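Most called changes were smaller than 2-fold. LAMA3, which encodes a laminin chain of the basement membrane, was near the upper end after a single dose, with a log2 fold change of 0.93 (adjusted p = 1.9e-04 from limma). The follistatin gene FST, an activin antagonist, had 0.95 (adjusted p = 9.1e-04 from limma). The median size of a called change was 0.25 on the log2 scale after 1 dose and 0.27 after 5 doses at 12 J/cm2. A change of at least 1 on the scale of log2(RPKM + 1) was called for 7 genes after a single dose and for 24 genes at 1 week. After 5 doses at 3, 6 and 12 J/cm2 it was called for 2, 26 and 53 genes. The added 1 makes a change smaller than the ratio of levels, and MAT2A, at 33.5 against 16.3 RPKM at 1 week, had 0.99.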

### Functional analysis of DEGs in HaCaT cells exposed to single ssUVR

To uncover the molecules and biological pathways associated with cellular responses to ssUVR, Gene Ontology (GO) for the significant DEGs was analyzed using Database for Annotation, Visualization and Integrated Discovery (DAVID), an NCBI web-based functional annotation tool. 

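HMMR, a spindle-associated hyaluronan receptor, had a log2 fold change of -0.63 (standard error 0.07, adjusted p = 5.8e-04 from limma) after a single dose, PSRC1, which binds spindle microtubules, had -0.62 (adjusted p = 0.00169), and NEK2, a centrosomal kinase, had -0.57 (adjusted p = 7.1e-04). Of 54 genes of the G2/M phase, 1 was higher, 35 lower and 18 did not pass the test (1 higher and 39 lower when adjusted over the list alone), with a median of -0.31 (adjusted p = 3.4e-29 from limma's camera and adjusted p = 0.0977 with an estimated correlation). Among glycolysis genes LDHA, which converts pyruvate to lactate, had -0.38 (adjusted p = 0.00530 from limma), and TPI1, the triose phosphate isomerase, had -0.28 (adjusted p = 0.00108). Of 20 glycolysis genes, 9 were lower and 11 did not pass the test (1 higher and 12 lower when adjusted over the list alone), with a median of -0.21 (adjusted p = 2.8e-08 from limma's camera and adjusted p = 0.154 with an estimated correlation).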

The top 10 highly represented biological processes of down-regulated genes, shown in Fig. 2A, are mainly related to mitotic cell cycle regulation and glycolysis, with each group containing 4/10 and 2/10 GO terms respectively. The four GO terms that are related to mitotic cell cycle regulation are mitotic nuclear division (p = 1.71 × 10^–17^), mitotic cytokinesis (p = 2.93 × 10^−10^), sister chromatid cohesion segregation (p = 4.02 × 10^−8^) and spindle organization (p = 2.63 × 10^−6^); while the two GO terms that are related to glycolysis are glycolytic process (p = 2.72 × 10^−8^) and canonical glycolysis (p = 1.86 × 10^−6^). In contrast, GO terms from genes that were up-regulated by ssUVR are quite diverse. 

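HSPA8, the constitutive heat shock protein 70, rose after a single dose by a log2 fold change of 0.65 (standard error 0.10, adjusted p = 0.00162 from limma). HSPH1, its nucleotide exchange factor, rose by 0.45 (adjusted p = 0.00310 from limma). ITGB5, an integrin subunit, rose by 0.73 (adjusted p = 1.0e-04 from limma). NOP2, a methyltransferase of ribosomal RNA, rose by 0.45 (adjusted p = 0.00816 from limma), with adjusted p = 0.0627 without library SSUV2 and 0.0874 without library SSUV3. Among 46 genes of rRNA processing and ribosome biogenesis, 27 were higher and 19 did not pass the test (31 higher when adjusted over the list alone), with a median of 0.28 (adjusted p = 2.7e-10 from limma's camera and adjusted p = 0.250 with an estimated correlation). Of 32 genes of the extracellular matrix and integrins, 13 were higher and 19 did not pass the test (17 higher when adjusted over the list alone), with a median of 0.24 (adjusted p = 7.4e-09 from limma's camera and adjusted p = 0.113 with an estimated correlation). Of 18 heat shock genes, 8 were higher, 1 lower and 9 did not pass the test (10 higher and 1 lower when adjusted over the list alone), with a median of 0.14 (adjusted p = 0.0816 from limma's camera and adjusted p = 0.267 with an estimated correlation).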

The top three GO terms for the upregulated genes are rRNA processing (p = 6.32 × 10^−6^), stress response (p = 3.31 × 10^−5^) and extracellular matrix organization (p = 3.31 × 10^−5^) (Fig. 2A).

**Figure 2:**
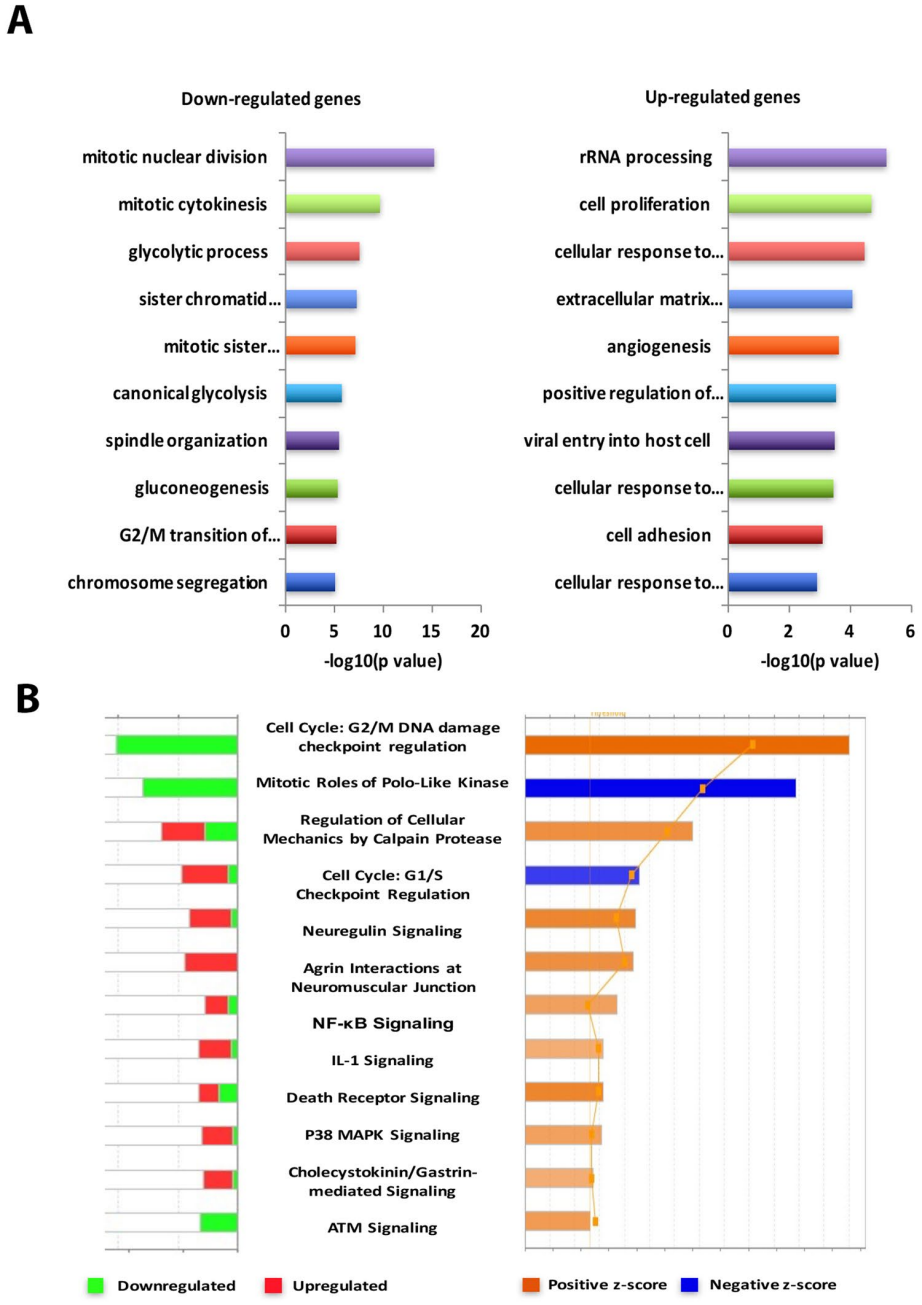
Functional annotation and pathway analysis of DEGs in HaCaT cells exposed to single ssUV radiation at 12 J/cm^2^. (**A**) The top biological process GO terms of down- regulated (left panel) and up-regulated (right panel) DEGs are ranked by *p*-value. (**B**) The top canonical pathways ranked by absolute activation z-scores (right panel) and the numbers of up- or down-regulated genes in each pathway (left panel). Z-scores predict the activation or inhibition of each individual pathway.

Ingenuity Pathway Analysis (IPA) was used to identify major pathways that were enriched in the DEG sets. Consistent with DAVID analysis, pathways related to cell cycle regulation were overrepresented (Fig. 2B). The top two canonical pathways are G2/M phase DNA damage checkpoint regulation (AURKA, BORA, CCNB1, CCNB2, CDC25C, CDK1, CKS2, CKS1B, PLK1, TOP2A) and mitotic roles of Polo-like kinase (CCNB1, CCNB2, CDC20, CDC25C, KIF23, PLK1, PRC1, PTTG1, RAD1). In addition, the genes involved in G1/S checkpoint regulation, regulation of cellular mechanics by calpain protease, and ATM signaling were also overrepresented. 

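PLK1, the kinase that drives entry into mitosis, had a log2 fold change of -0.49 (standard error 0.09, adjusted p = 0.00487 from limma). AURKA, the Aurora A kinase that activates PLK1, had -0.49 (adjusted p = 0.00214 from limma), and TOP2A, the topoisomerase that untangles sister chromatids, had -0.55 (adjusted p = 7.7e-04). PRC1, which bundles the microtubules of the midzone, had -0.34 (adjusted p = 0.00144 from limma). All 10 genes of the G2/M checkpoint were lower, with a median of -0.45 (adjusted p = 4.5e-12 from limma's camera and adjusted p = 0.0977 with an estimated correlation). Of the 9 genes of the Polo-like kinase pathway, 8 were lower, with a median of -0.34 (adjusted p = 8.3e-08 from limma's camera and adjusted p = 0.113 with an estimated correlation). The remaining one, RAD1, a subunit of the checkpoint clamp, lay below the expression floor with a log2 fold change of 0.20 (adjusted p = 0.0271 from limma). Counts were equal when adjusted over the list alone, and since the study chose these genes from the same libraries they are not independent evidence.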

Interestingly, the majority of genes related to cell cycle regulation are down-regulated, especially those involved in mitotic-related spindle assembly checkpoint, such as BUB1, BUB1B, CCNB1, CCNB2, CDC20, CDK1, PLK1, PTTG1. 

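BUB1 and BUB1B encode kinases that hold back chromosome separation until every kinetochore is attached. The log2 fold change of BUB1 was -0.42 (standard error 0.07, adjusted p = 0.00284 from limma) after a single dose, and that of BUB1B was -0.38 (adjusted p = 0.00182). All 8 genes of the spindle assembly checkpoint that the study lists were lower, over all genes and when adjusted over the list alone, with a median of -0.40 (adjusted p = 7.2e-10 from limma's camera and adjusted p = 0.113 with an estimated correlation). The study chose the 8 from these libraries, so the count is not independent evidence. CDC20, which activates the anaphase-promoting complex, had -0.29 (adjusted p = 0.0184 from limma), and PTTG1, the securin, had -0.27 (adjusted p = 0.0204). Both calls ended when any 1 of the libraries SSUV1 to SSUV4 was left out, with adjusted p from 0.0620 to 0.0987 from limma for CDC20 and from 0.0580 to 0.128 for PTTG1.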

Other highly enriched pathways are those related to cell adhesion and important cell signaling pathways, such as Neuregulin signaling, NF-kB signaling, IL-1 signaling, death receptor signaling and p38 MAPK signaling.

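After a single dose DUSP6, the phosphatase of ERK, had a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.00186 from limma) and PHLDA1, an early growth factor target, had 0.72 (adjusted p = 6.4e-04). NF-kB target genes went both ways. IER3, an immediate early gene, had 0.65 (adjusted p = 1.0e-04 from limma) and TNFAIP3, the inhibitor A20, had 0.42 (adjusted p = 0.00267), while BIRC3, an inhibitor of apoptosis, had -0.50 (adjusted p = 0.00185) and TNFAIP2 had -0.62 (adjusted p = 0.00231). Of 27 target genes of ERK and EGFR, 9 were higher and 18 did not pass the test (12 higher when adjusted over the list alone), with a median of 0.34 (adjusted p = 1.9e-08 from limma's camera and adjusted p = 0.0977 with an estimated correlation). Among 19 genes of NF-kB and inflammatory cytokines, 3 were higher, 4 lower and 12 did not pass the test (4 higher and 4 lower when adjusted over the list alone), with a median of -0.02 (adjusted p = 0.209 from limma's camera and adjusted p = 0.450 with an estimated correlation). For cell adhesion, DSC3, a desmosomal cadherin, had -0.27 (adjusted p = 0.00234), and 4 of 15 genes of the desmosome and adherens junction were lower (4 lower when adjusted over the list alone), with a median of -0.06 (adjusted p = 0.00122 from limma's camera and adjusted p = 0.148 with an estimated correlation).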

In addition to canonical pathway analysis, upstream regulator analysis (IPA) was used to predict the activation or inhibition of upstream regulators based on the Ingenuity Knowledge Base. Table 1 lists the transcription factors that were predicted to be either activated or inhibited in upstream regulator analysis. HaCaT cells exposed to single ssUVR exhibited significant inhibition of FOXM1, ATF6, FOXO1, MITF, ATF4, and EHF. 

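KIF20A, a kinesin of cytokinesis and a target of FOXM1, had a log2 fold change of -0.71 (standard error 0.10, adjusted p = 0.00118 from limma) after a single dose. Of 23 FOXM1 targets in Table 1, 21 were lower and 2 higher, with a median of -0.37 (adjusted p = 3.1e-18 from limma's camera and adjusted p = 0.0977 with an estimated correlation). The 6 ATF6 targets had 5 lower and 1 higher, with a median of -0.45 (adjusted p = 0.0984 from limma with an estimated correlation). The 14 FOXO1 targets had 11 lower and 3 higher, with a median of -0.42 (adjusted p = 0.113 from limma with an estimated correlation). The 17 MITF targets had 14 lower and 2 higher, with a median of -0.35 (adjusted p = 0.113 from limma with an estimated correlation), the 5 ATF4 targets had 4 lower, with a median of -0.51 (adjusted p = 0.113 with an estimated correlation), and the 12 EHF targets had 7 lower and 3 higher, with a median of -0.31 (adjusted p = 0.250 with an estimated correlation). The targets were chosen from the DEGs of these libraries, so their counts are not independent evidence, and adjusted over the list alone the MITF and EHF targets had 15 and 9 lower. The mRNA of the regulators was tested too. FOXM1, which drives mitotic genes, had 0.07 (adjusted p = 0.471 from limma), ATF6, a sensor of the endoplasmic reticulum, had -0.07 (adjusted p = 0.190), and FOXO1, a factor of the starvation response, had 0.10 (adjusted p = 0.155). EHF, an epithelial ETS factor, fell by 0.32 (adjusted p = 0.00901 from limma), though with adjusted p = 0.0768 without library SSUV2 and 0.101 without library SSUV3. MITF lay below the expression filter, at no more than 0.768 RPKM in any library.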

FOXM1 is a transcription factor regulating the expression of genes essential for DNA damage repair, cell cycle progression, and mitosis^27,28^. ATF4 and ATF6 are transcription factors that regulate expression of genes involved in endoplasmic reticulum (ER) stress response^29^. While ATF6 acts as a sensor for ER stress and controls the expression of genes required for the unfolded protein response, ATF4 plays important role in restoring ER homeostasis and regulation of genes involved in autophagy^29–31^. Moreover, KDM5B, TP63, SMAD4, CDKN2A, NUPR1, Notch1 and STAT3 are predicted to be highly activated regulators (Table 1).

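All 5 STAT3 targets in Table 1 were higher after a single dose, among them DKK1, a Wnt inhibitor, at 0.84 (adjusted p = 8.8e-04 from limma), with a median log2 fold change of 0.43 (adjusted p = 0.0977 with an estimated correlation). Of the 16 KDM5B targets 14 were lower and 1 was higher, with a median of -0.37 (adjusted p = 0.0767 from limma with an estimated correlation). The 37 TP63 targets had 21 higher and 15 lower, with a median of 0.33 (adjusted p = 0.337 from limma's camera and adjusted p = 0.473 with an estimated correlation). These targets were also drawn from the study's own DEGs and are not independent evidence, and adjusted over the list alone the TP63 targets had 22 higher and 15 lower. As to the regulators' own mRNA, STAT3 fell by 0.15 (adjusted p = 0.0480 from limma), though with adjusted p = 0.187 without library SSUV1, 0.119 without library SSUV2, 0.203 without library SSUV3 and 0.113 without library SSUV4. NOTCH1, a cell fate receptor, had -0.05 (adjusted p = 0.576 from limma), SMAD4 had 0.07 (adjusted p = 0.309) and TP63, the master regulator of epidermal cells, had 0.05 (adjusted p = 0.521). CDKN2A, an inhibitor of cyclin-dependent kinases, had 0.01 (adjusted p = 0.976 from limma). After TMM the log2 fold changes of CDKN2A and TP63 were -0.05 and -0.02, and with 1 library left out they ran from -0.06 to 0.07 for CDKN2A and from -0.13 to 0.04 for NOTCH1. KDM5B, a histone demethylase below the expression floor, had -0.30 (adjusted p = 0.00487 from limma), and NUPR1 did not exceed 0.102 RPKM in any library.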

**Table 1:** Top activated and inhibited upstream regulator in cells exposed to single ssUVR.

Upstream Regulator	Predicted Activation State	Activation z-score	Target molecules in dataset
FOXM1	Inhibited	−3.208	AURKB, BUB1B, CCNA2, CCNB1, CCNB2, CDC20, CDC25C, CDCA2, CDCA8, CDK1, CDKN1B, CDKN3, CENPA, CKS1B, CKS2, KIF20A, LDHA, MMP2, MYC, NEK2, PGK1, PLK1, PRC1
ATF6	Inhibited	−2.433	AURKA, BUB1, CDKN3, HMMR, PVR, UBE2C
FOXO1	Inhibited	−2.353	ANLN, CCNB1, CCNB2, CDK1, CDKN1B, DEPDC1, DLGAP5, IER3, JAG1, MYC, NEK2, NUSAP1, PRC1, TXNIP
MITF	Inhibited	−3.638	AURKB, CCNB1, CCNF, CD44, CDCA8, CEP55, KIF20A, KIF4A, KIFC1, NCAPD2, NUF2, PLK1, SERPINE1, SPAG5, TPX2, TXNIP, UBE2C
ATF4	Inhibited	−2.193	ASNS, CEBPB, DDIT4, PCK2, PSAT1
EHF	Inhibited	−2.309	CDK1, CDKN1B, CRABP2, EHF, JAG1, KLK8, S100A9, SAA1, SCEL, SERPINE1, SPRR1B, ZFP36L1
STAT3	Activated	2.197	DKK1, JAG1, MMP2, MYC, SNAI2
NOTCH1	Activated	2.012	CD44, CDKN1B, EFNB2, EGFR, MYC, NRG1, PTPRK
NUPR1	Activated	2.714	ABCC5, ALDOC, AREG, AURKA, BRI3BP, BTG1, BUB1, BUB1B, CCNA2, CCNB2, CCNF, CDC25C, CDCA2, CDCA8, CEBPB, CKAP2L, CYR61, FAM162A, GPSM2, HJURP, ITPR3, KIF20A, KIF23, KIF2C, KIFC1, MAT2A, MCM10, MXD1, MYC, NDRG1, NR1D2, NUCKS1, PHLDA1, PLK1, PRNP, SERPINE1, SLC2A1, SPAG5, SRSF1, TMEM19, TNIP1, TRAFD1, TRIB1, ZC3HAV1, ZFP36L1
CDKN2A	Activated	2	CCNA2, CCNB1, CDC25C, SERPINE1
SMAD4	Activated	2.424	FSTL3, IER3, JAG1, SERPINE1, SNAI2, THBS1
TP63	Activated	2.933	CCNA2, CDC25C, CDK1, CDK6, CDKN1B, CKS2, CYR61, DKK1, DUSP6, EGFR, F3, FDXR, FGFR3, FST, FUBP1, GPX2, HBP1, HIRA, ID3, IER3, IGFBP3, IL1B, ITGA2, JAG1, KIF23, KRT6A, MCM10, MPZL2, MYC, NT5E, PRNP, PTHLH, PTPN12, RACGAP1, THBS1, TIPIN, TNS4
KDM5B	Activated	3.12	ARL6IP5, AURKA, BUB1B, CCNB1, CDK1, DLGAP5, EPB41L1, HMMR, ISG15, KIF2C, MCM3, NDC80, NMB, PIR, TOP2A, TTK

Taken together, the analyses of enriched pathways and upstream regulators revealed a significant inhibition of cell cycle progression and the expression of stress-related genes are among the most important events occurred at 24 hours after ssUVR.

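UNG, the uracil-DNA glycosylase, rose by a log2 fold change of 0.59 (standard error 0.08, adjusted p = 0.00108 from limma) after a single dose, and of 42 S phase genes 14 were higher and 28 did not pass the test (17 higher when adjusted over the list alone), with a median of 0.20 (adjusted p = 6.9e-06 from limma's camera and adjusted p = 0.381 with an estimated correlation). Of 20 genes of the unfolded protein response only the chaperone gene CALR was called, at -0.22 (adjusted p = 0.00341), and it was lower (adjusted p = 0.201 from limma's camera and adjusted p = 0.473 with an estimated correlation). Amino acid genes under ATF4 had 6 of 26 lower (6 lower when adjusted over the list alone), with a median of -0.19 (adjusted p = 6.3e-07 from limma's camera and adjusted p = 0.250 with an estimated correlation). The log2 fold change of ATF4 itself was 0.00 (adjusted p = 0.996 from limma), and it ranged from -0.24 to 0.24 when each library was left out. Of 27 p53 targets 2 were higher and 2 lower (adjusted p = 0.473 from limma with an estimated correlation). The 28 genes of nucleotide excision repair had a median of 0.02 (adjusted p = 0.721 from limma's camera and adjusted p = 0.766 with an estimated correlation). From the enriched pathways and upstream regulators, the paper concludes that inhibition of cell cycle progression and the expression of stress-related genes are among the main events at 24 hours.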

### Functional analysis of DEGs in HaCaT cells exposed to 5 repetitive ssUVR

In HaCaT cells exposed to 5 repetitive doses of ssUVR, the number of DEGs was correlated to the increased intensity of ssUVR. 

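At 3 J/cm2, GCLC, which starts glutathione synthesis, had a log2 fold change of -0.57 (standard error 0.05, adjusted p = 6.1e-04 from limma), and CYP4F11 had -0.71 (adjusted p = 9.0e-04). At 6 J/cm2, CHAC1, a glutathione-degrading enzyme of the amino acid response, rose by 2.97 (adjusted p = 1.9e-04 from limma) and FN1, a matrix glycoprotein, by 1.31 (adjusted p = 5.9e-05), while NGFR had -1.36 (adjusted p = 2.1e-04). The DEGs numbered 267 at 3 J/cm2, with 154 higher and 113 lower (84 higher and 161 lower after TMM), and 1949 at 6 J/cm2, with 1169 higher and 780 lower (865 higher and 967 lower after TMM). Without 1 library the number at 3 J/cm2 was 13 (SSUV5), 473 (SSUV6), 70 (SSUV7) and 9 (SSUV8), and at 6 J/cm2 it was 991 (SSUV5) and 1153 (SSUV10). At 3 J/cm2 it was 15 with only the libraries compared and 14 with the 5x libraries fitted apart from the others.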

While cells exposed to 3 J/cm^2^ had 159 genes significantly changed, the numbers increased to 991 in cells exposed to 6 J/cm^2^ and 1322 in those with 12 J/cm^2^ (Supplemental Table 1). Among all of the genes changed after 5 repetitive exposures to ssUVR, 60% of the DEGs identified overlapped in two or three dose groups. The ratio of overlapping genes to total changed genes were 92% in the group exposed to 3 J/cm2, 89% in those exposed to 6 J/cm2, and 65% in cells exposed to 12 J/cm^2^ (Fig. 3A). Moreover, 92 out of 112 genes that overlapped in all three dose groups exhibited a dose-dependent fold change (FC). Among these genes, dose-dependent changes of 10 representative genes (5 up- and 5 down-regulated genes) are illustrated in Fig. 3B. Thus, the results suggest that not only the number of DEGs but also the fold change of each DEG was correlated to increased intensity of ssUVR.

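The genes called at more than 1 dose include oxidation-reduction enzymes. CYP1B1, which oxidizes aromatic compounds, was lower at 3 J/cm2 (-0.73 (adjusted p = 9.0e-04 from limma)) and at 12 J/cm2 (-0.70 (adjusted p = 3.3e-05)). ALDH3A1 had -0.98 (adjusted p = 0.00214 from limma) at 3 J/cm2, -1.95 (adjusted p = 4.3e-06) at 6 J/cm2 and -2.16 (adjusted p = 8.8e-07) at 12 J/cm2. Of 2646 genes called at any dose, 1717 (64.9%) were called at 2 or 3 doses. The share was 96.6% of the DEGs at 3 J/cm2, 87.8% at 6 J/cm2 and 71.2% at 12 J/cm2. Independent lists would share 12.6 higher and 4.19 lower genes at all 3 doses. These values leave out the sham libraries and spread estimates common to the 3 lists, from which part of any excess may come. At all 3 doses 221 genes were called, 126 always higher and 92 always lower. Without 1 library that number was 11 (SSUV5), 389 (SSUV6), 53 (SSUV7), 7 (SSUV8), 452 (SSUV11) and 365 (SSUV12), and the share called at 2 or 3 doses was 41.2% without library SSUV10. Across genes, which are not independent replicates, the log2 fold changes of 6 and 12 J/cm2 had a Pearson correlation of 0.869, of 3 and 6 J/cm2 0.775, and of 3 and 12 J/cm2 0.644. Simulated unchanged genes with shared sham libraries, each gene drawn independently, gave 0.504, 0.503 and 0.493. The covariances in the same order were 0.0634, 0.0322 and 0.0310, beside 0.00423, 0.00427 and 0.00416 in the simulation.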

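A change in order with dose was seen for AQP3, a water and glycerol channel, with -1.18 (adjusted p = 2.0e-05) at 6 J/cm2 and -1.46 (adjusted p = 1.3e-06) at 12 J/cm2 from limma. CRABP2 had -1.08 (adjusted p = 5.2e-04 from limma) at 6 J/cm2 and -1.56 (adjusted p = 2.5e-05) at 12 J/cm2. Of the 221 genes called at every dose, 109 (49.3%) grew in size from 3 to 6 to 12 J/cm2 in 1 direction, 60 of them higher and 49 lower, and 76.0% of the shared genes had a larger change at 12 than at 3 J/cm2. Simulations with equal responses at the 3 doses put 16.6% of the same genes in order. They drew each gene independently and so leave out errors that many genes of a library share. They cannot show whether 49.3% lies beyond such errors. For 81 of the 221 the 12 and 3 J/cm2 groups differed when compared directly by limma, for 79 in the direction of the response. With 1 library left out the share in order ran from 27.3% without sham library SSUV5 to 70.8% without SSUV11.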

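All 10 genes of Fig. 3B grew in size with each dose. The log2 difference between 12 and 3 J/cm2 was 1.52 (adjusted p = 1.2e-05) from limma for PMEPA1, 1.34 (adjusted p = 5.9e-05) for AMTN, a protein of cell attachment in gum epithelium, 0.92 (adjusted p = 2.2e-05) for FERMT1, which activates integrins, and 0.75 (adjusted p = 3.4e-05) for TNFAIP3. Among the lower genes it was -1.17 (adjusted p = 5.3e-05 from limma) for ALDH3A1, -1.07 (adjusted p = 2.3e-05) for AQP3 and -1.24 (adjusted p = 0.0121) for TXNIP. Below the expression floor were ETV5, an ETS transcription factor, at 0.86 (adjusted p = 1.5e-05 from limma), SLC47A2, an organic cation transporter, at -0.52 (adjusted p = 3.1e-04), and CLIC3, a chloride channel protein, at -0.82 (adjusted p = 2.0e-02). The study chose these genes for their dose response in these libraries, so they are not independent evidence of one. For TXNIP the call ended with adjusted p = 0.0704 from limma without library SSUV7, 0.0502 without library SSUV8 and 0.102 without library SSUV12.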

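When 12 J/cm2 was set directly against 3 J/cm2, FOSL1, an AP-1 subunit, was higher by 1.19 (standard error 0.10, adjusted p = 2.2e-05 from limma). SCGB1A1, a secretoglobin of airway epithelium, was lower, at -1.71 (adjusted p = 0.00124 from limma), INSIG1, which holds back sterol synthesis, had -1.19 (adjusted p = 0.00346), and DDIT4 had -1.54 (adjusted p = 3.6e-04). In total 1376 genes differed, 719 higher and 657 lower at 12 J/cm2, and 665, 789 and 732 did so without libraries SSUV7, SSUV8 and SSUV12. Of the 46 rRNA processing genes 35 were higher and 11 did not pass the test (37 higher when adjusted over the list alone), with a median of 0.30 (adjusted p = 2.0e-15 from limma's camera and adjusted p = 0.277 with an estimated correlation). Of the 54 G2/M genes 1 was higher, 25 lower and 28 did not pass the test (2 higher and 32 lower when adjusted over the list alone), with a median of -0.20 (adjusted p = 4.8e-10 from limma's camera and adjusted p = 0.304 with an estimated correlation). Of 24 cholesterol synthesis genes 11 were lower and 13 did not pass the test (12 lower when adjusted over the list alone), with a median of -0.29 (adjusted p = 5.1e-08 from limma's camera and adjusted p = 0.258 with an estimated correlation). From the numbers and sizes of the changes, the paper proposes that both are tied to the intensity of repetitive ssUVR.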

**Figure 3:**
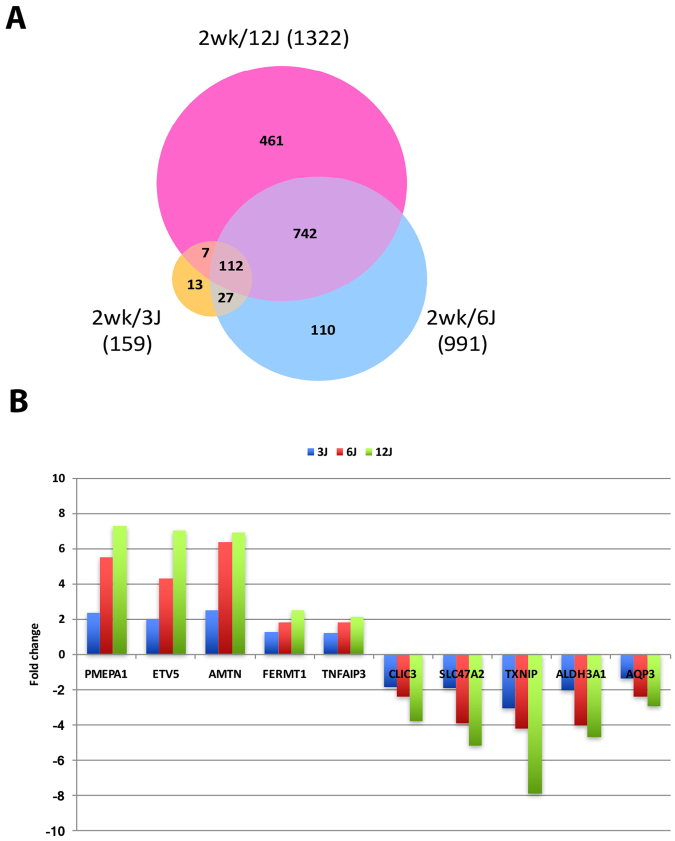
Differentially expressed genes in cells exposed to 5 repetitive ssUVR at 3, 6, 12 J/cm^2^. (**A**) Venn diagram of differentially expressed genes in cells exposed to 3, 6, and 12 J/cm ssUVR. (**B**) Illustration showing dose-dependent changes of 5-upregulated and 5-downregulated genes in cells exposed to 5 repetitive ssUVR.

To study the functional relevance, the DEGs identified in the highest dose of ssUVR (12 J/cm^2^) were subjected to DAVID annotation and IPA analysis. As shown in Fig. 4A, while cell cycle regulation remains the major GO term category in down-regulated genes, including the terms mitotic nuclear division (p = 1.06 × 10^−9^), chromosome segregation (p = 4.16 × 10^−5^), and mitotic cytokinesis (p = 7.68 × 10^−5^); the rest of top 10 GO terms represent a diverse biological function, including cell-cell adhesion (p = 2.18 × 10^−17^), type I interferon signaling (p = 8.01 × 10^−8^), DNA damage response (p = 1.69 × 10^−5^), epithelial cell differentiation (p = 2.63 × 10^−7^), and epidermis development (p = 7.53 × 10^−5^). 

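After repetitive exposure at 12 J/cm2 PKP1, a plakophilin of desmosomes, had a log2 fold change of -0.62 (standard error 0.05, adjusted p = 5.8e-06 from limma), and DSP, which ties desmosomes to keratin filaments, had -0.49 (adjusted p = 2.9e-05). TGM1, which cross-links the cornified envelope, had -1.27 (adjusted p = 1.1e-04 from limma), and SPRR1A, one of its precursors, had -1.13 (adjusted p = 0.00275). Of 15 genes of the desmosome and adherens junction 9 were lower and 6 did not pass the test (9 lower when adjusted over the list alone), with a median of -0.21 (adjusted p = 2.2e-06 from limma's camera and adjusted p = 0.227 with an estimated correlation). Of 21 genes of the cornified envelope 1 was higher, 11 lower and 9 did not pass the test (1 higher and 12 lower when adjusted over the list alone), with a median of -0.47 (adjusted p = 1.1e-07 from limma's camera and adjusted p = 0.227 with an estimated correlation). TOP2A had -0.53 (adjusted p = 1.6e-04) and ANLN, a scaffold of the cleavage furrow, had -0.50 (adjusted p = 1.3e-05), and of the G2/M genes 1 was higher, 35 lower and 18 did not pass the test (1 higher and 36 lower when adjusted over the list alone), with a median of -0.26 (adjusted p = 8.9e-12 from limma's camera and adjusted p = 0.280 with an estimated correlation). Among genes of nucleotide excision repair, DDB2, which recognizes UV lesions, had -0.51 (adjusted p = 7.4e-05) and the endonuclease gene ERCC5 had -0.53 (adjusted p = 4.9e-05), and of 28 such genes 1 was higher, 4 lower and 23 did not pass the test (1 higher and 4 lower when adjusted over the list alone), with a median of 0.04 (adjusted p = 0.913 from limma's camera and adjusted p = 0.957 with an estimated correlation).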

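RRS1, an assembly factor of the large ribosomal subunit, rose by a log2 fold change of 0.95 (standard error 0.09, adjusted p = 2.9e-05 from limma) after 5 doses of 12 J/cm2. NOP56, a core protein of small nucleolar particles, rose by 0.94 (adjusted p = 9.3e-05 from limma), and LTV1, an export factor of the small subunit, by 0.91 (adjusted p = 1.3e-04). Of the rRNA processing and ribosome biogenesis genes 37 were higher and 9 did not pass the test (39 higher when adjusted over the list alone), with a median of 0.48 (adjusted p = 8.7e-16 from limma's camera and adjusted p = 0.280 with an estimated correlation). Of 51 genes of the ribosomal proteins themselves, 4 were higher and 47 did not pass the test, with a median of 0.00 (adjusted p = 0.860 from limma's camera and adjusted p = 0.972 with an estimated correlation).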

Surprisingly, the majority of highly enriched GO terms in the up-regulated genes are related to protein translation, including rRNA processing (p = 1.66 × 10^−20^) and ribosomal biogenesis (p = 6.83 × 10^−6^). Canonical pathway analysis revealed that integrin-linked kinase (ILK) signaling, an important pathway mediating cell-cell and cell-matrix interaction^32^, was the top overrepresented canonical pathway for this exposure group(Fig. 4B). Several members of integrin receptors (ITGA2, ITGAV, ITGB1, ITGB5 and ITGB6) were increased in ssUV irradiated cells. Moreover, the calculated z-score predicted a significant inhibition of genes involved in interferon signaling as well as nuclear receptor-mediated pathways (LXR/RXR and PPAR/RXR). 

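ITGB5, a partner of ITGAV in binding vitronectin, rose by a log2 fold change of 0.82 (standard error 0.06, adjusted p = 2.4e-06 from limma). ITGA2, a collagen receptor subunit, rose by 0.40 (adjusted p = 3.5e-04 from limma), ITGB6, which activates latent TGF-beta, by 0.34 (adjusted p = 9.4e-04), ITGAV by 0.30 (adjusted p = 0.00159) and ITGB1, the most widely shared beta subunit, by 0.29 (adjusted p = 5.1e-04). All 5 were higher, also when adjusted over the list alone, with a median of 0.34 (adjusted p = 0.00150 from limma's camera and adjusted p = 0.227 with an estimated correlation). The study picked the 5 from these libraries, so they are not independent evidence. ITGB5 lies on chromosome 3 of hg38 from 124761948 to 124901418.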

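DDX60, a helicase that aids the sensing of viral RNA, had a log2 fold change of -0.77 (standard error 0.16, adjusted p = 0.00227 from limma) after 5 doses of 12 J/cm2. Of 38 genes of the type I interferon response 8 were lower and 30 did not pass the test (8 lower when adjusted over the list alone), with a median of -0.23 (adjusted p = 2.6e-05 from limma's camera and adjusted p = 0.267 with an estimated correlation). The list was fixed apart from the study's genes but with its results known. At 3 J/cm2 the median of the list was 0.10 (adjusted p = 0.161 from limma's camera and adjusted p = 0.650 with an estimated correlation) and at 6 J/cm2 it was -0.05 (adjusted p = 0.0803 from limma's camera and adjusted p = 0.561 with an estimated correlation). In the direct test of 12 against 3 J/cm2 the median difference was -0.28, and 9 were lower and 29 did not pass the test (11 lower when adjusted over the list alone, adjusted p = 4.8e-10 from limma's camera and adjusted p = 0.147 with an estimated correlation).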

Interestingly, a significant downregulation of both type I and type II IFN pathways in cells exposed to repetitive ssUVR was observed. Both STAT1 and STAT2 were reduced in cells exposed to ssUVR, accompanied by the downregulation of IFN target genes, including IRF1 and IFITM1-3 (Supplemental Fig. 2). 

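STAT2, which carries the interferon signal to the nucleus, had a log2 fold change of -0.46 (standard error 0.06, adjusted p = 1.7e-04 from limma). IRF1, a transcription factor that interferon gamma induces, had -0.49 (adjusted p = 7.3e-04 from limma). The IFITM genes encode membrane proteins that block the entry of viruses: IFITM1 had -0.51 (adjusted p = 0.00289 from limma), IFITM2 -0.26 (adjusted p = 0.0239) and IFITM3 -0.29 (adjusted p = 0.00431). The call of IFITM2 ended with adjusted p = 0.171 from limma without library SSUV5 and 0.233 without library SSUV12, and that of IFITM3 with adjusted p = 0.0508 without library SSUV12.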

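NFE2L2, which encodes the oxidative stress factor Nrf2, had a log2 fold change of -0.11 (standard error 0.05, adjusted p = 0.107 from limma) after 5 doses of 12 J/cm2. ATF3, a stress-induced factor, had -0.21 (adjusted p = 0.138 from limma). MYC, a driver of growth, had 0.07 (adjusted p = 0.470 from limma), and its value ran from -0.04 to 0.18 with 1 library left out. CBX5, the heterochromatin protein HP1 alpha, was lower, at -0.25 (adjusted p = 0.00155 from limma), and TP73 stayed at or below 0.512 RPKM in every library. In Table 2, the 30 TP73 targets had 9 higher and 20 lower (median -0.26, adjusted p = 0.280 from limma with an estimated correlation) and the 11 NFE2L2 targets had 4 higher and 7 lower (median -0.22, adjusted p = 0.280 with an estimated correlation). The 51 MYC targets had 28 higher and 22 lower (median 0.29, adjusted p = 0.910 from limma with an estimated correlation), the 9 ATF3 targets had 2 higher and 7 lower (median -0.39, adjusted p = 0.340 with an estimated correlation) and the 18 CBX5 targets had 3 higher and 15 lower (median -0.32, adjusted p = 0.227 with an estimated correlation). Over the list alone 21 TP73 targets were lower, and the other counts stayed the same. The targets came from the DEGs of these libraries and are not independent evidence. Of 32 NRF2 targets in a list fixed apart from the study's targets, 3 were higher, 13 lower and 16 did not pass the test (3 higher and 13 lower when adjusted over the list alone), with a median of -0.18 (adjusted p = 2.6e-05 from limma's camera and adjusted p = 0.280 with an estimated correlation). That list too was fixed with the study's results known.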

Lastly, upstream regulator analysis revealed a significant inhibition of TP73 and Nrf2 activity along with the activation of c-Myc, ATF3 and CBX5, which represented altered upstream transcriptional regulation in the cells exposed to 5 repetitive ssUVR (Table 2).

**Figure 4:**
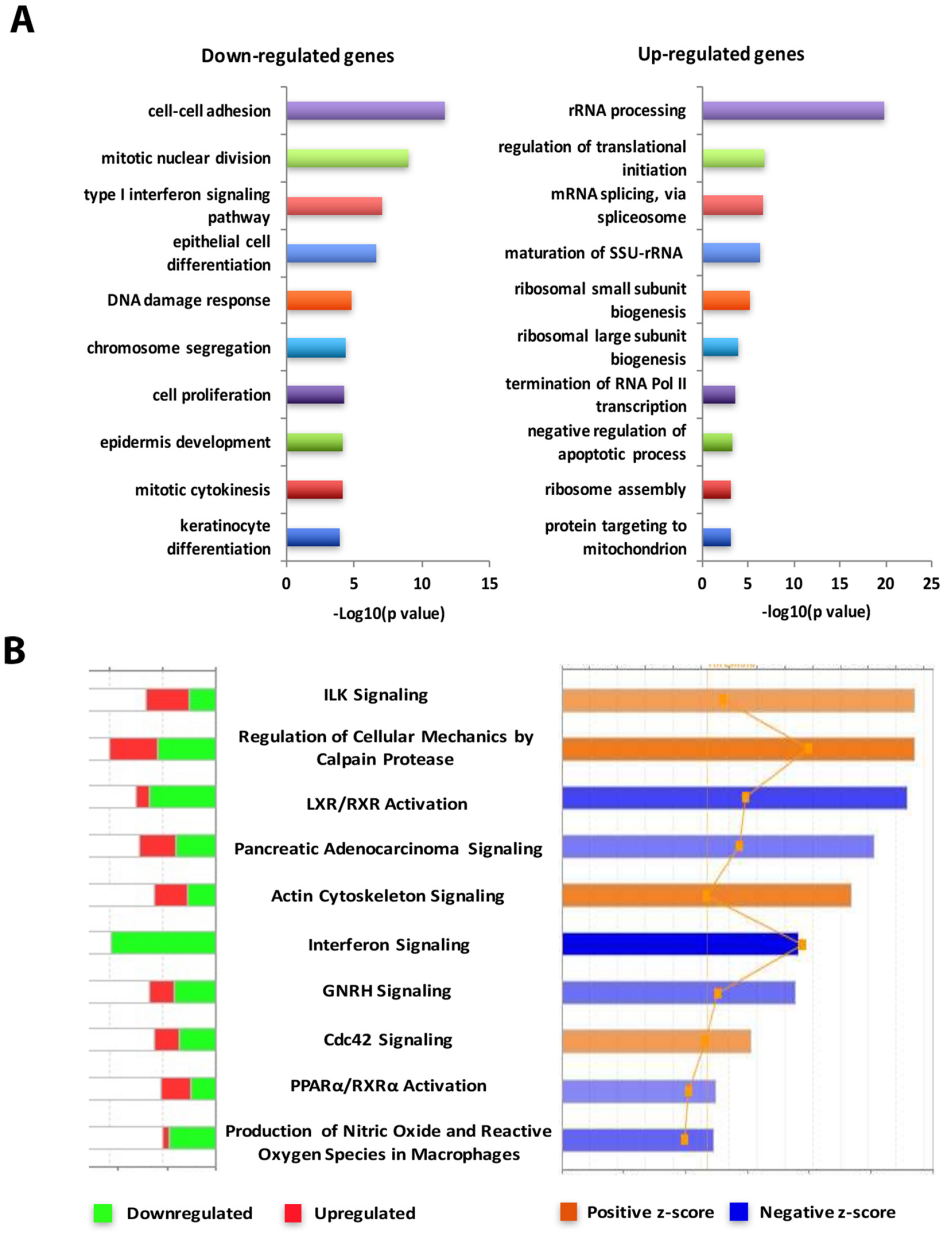
Functional annotation and pathway analysis of DEGs in HaCaT cells exposed to 5 repetitive ssUV radiation at 12 J/cm^2^. (**A**) The top biological process GO terms of down- (left panel) and up- (right panel) regulated DEGs ranked by *p*-value. (**B**) The top canonical pathways ranked by absolute activation z scores (right panel) and the numbers of up- or down-regulated genes in each pathway (left panel). Z scores predict the activation or inhibition of each individual pathway.

**Table 2:** Top activated and inhibited upstream regulator in cells exposed to 5 repetitive ssUVR.

Upstream Regulator	Predicted Activation State	Activation z-score	Target molecules in dataset
FOXM1	Inhibited	−2.933	AURKB, BUB1B, CCNA2, CCNB2, CDCA2, CDCA8, CDK1, CDKN1A, CDKN1B, CENPA, CENPF, CKS1B, CKS2, KIF20A, MMP2, NEK2, PGK1, PRC1
TP73	Inhibited	−2.744	AUH, CAMLG, CDC42EP2, CDH1, CDK1, CDKN1A, CDKN1B, CXCL1, FASN, FGFR3, HES1, HSPA1A/HSPA1B, IGFBP3, IGSF3, JAG2, KLHL21, PMAIP1, PPL, RB1CC1, SAT1, SERPINE1, SFN, SHISA5, SNAI2, THBS1, TNFRSF10A, TNFRSF10B, TNFRSF1A, TSPAN1
NFE2L2	Inhibited	−2.959	CAT, CDH1, FTH1, FTL, GCLC, GCLM, IL1RN, KEAP1, SERPINE1, SHC1, SNAI2
MITF	Inhibited	−3.273	AURKB, CCNF, CD44, CDCA3, CDCA8, CENPF, ECT2, EME1, ESPL1, KIF20A, KIF4A, KIFC1, MGAT4B, NCAPD2, NUF2, SERPINE1, SPAG5, TPX2, TXNIP, UBE2C, UPP1
EHF	Inhibited	−2.828	ALOX5, CDK1, CDKN1B, CRABP2, E2F1, EHF, IL1RN, JAG1, KLK8, MUC1, PPARD, S100A9, SAA1, SAA2, SCEL, SERPINE1, SPRR1B, THBD
STAT3	Activated	2.124	CD46, CDH1, CDKN1A, DKK1, EME1, FN1, HAS2, IL1RN, IRF1, ITGAV, ITGB1, JAG1, MMP2, MUC1, NOTCH1, PMAIP1, SNAI2, STAT1
NUPR1	Activated	3.108	ABCC5, AGRN, ALDOC, AURKA, BUB1, BUB1B, CCNA2, CCNB2, CCNF, CDCA2, CDCA3, CDCA8, CKAP2L, CYR61, DHTKD1, DUSP5, EME1, ERMP1, ESPL1, ETS1, FAM162A, FAM72C/FAM72D, FOXO3, HBEGF, HJURP, HNRNPM, IP6K2, ITPR3, KIF11, KIF20A, KIF2C, KIFC1, KNL1, LMNB1, LOC102724428/SIK1, MAT2A, MCM10, MKI67, MSANTD3, MXD1, MYO18A, NAA40, NDRG1, NGFR, NUCKS1, OSER1, PAGR1, PEA15, PFKFB3, PHLDA1, POLA2, PRNP, RAB38, SAT1, SERPINE1, SERTAD2, SIGMAR1, SLC2A1, SPAG5, SRSF1, TOB1, TRAFD1, TRERF1, TRIB1, TRIM16, UAP1, UNC5B, UPP1, XBP1, ZFAND2A, ZNF488
CBX5	Activated	2.828	AHSA2, AKR1C3, ALDH3A1, CD24, CYP1B1, FGFBP1, FOXQ1, MAL2, MMP7, PROM2, PTK6, RARRES3, RIN2, TACSTD2, TGFBI, TM4SF1, TSPAN13, TXNIP
ATF3	Activated	2.156	AURKA, AURKB, CD82, CDK1, ID1, LDLR, NEK2, SERPINE1, TNFRSF10B
SMAD4	Activated	2.792	CDKN1A, ERCC5, FSTL3, IER3, JAG1, JAG2, KLK11, MUC4, SERPINE1, SHISA5, SNAI2, THBS1, TIMP3, TNFRSF10A
MYC	Activated	2.748	APEX1, ATP13A2, CAD, CD44, CDK4, CDKN1A, CDKN1B, CLU, CTDSPL, DCTPP1, DDB2, DKC1, E2F1, FASN, GCLC, GCLM, GJA1, GLS, GLUD1, GLYR1, GPI, GSR, HNRNPU, HSPB1, HSPD1, HSPH1, IDH1, JUN, NCL, NOLC1, NOP56, NPM1, ODC1, PDCD4, PERP, PIAS3, PMAIP1, POLDIP3, RANBP2, SAT1, SCPEP1, SHMT1, SLC2A1, SRSF1, TMEM126A, TMSB10/TMSB4X, TNFRSF10A, TNFRSF10B, TXNIP, UBE2C

### Comparisons of genes and pathways in response to different ssUVR

To examine the persistence of the changes in gene expression by ssUVR exposure, gene expression changes were analyzed in cells that were collected at one week after the 5^th^ ssUVR exposure (12 J/cm^2^). 

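One week after the last exposure, OASL, an antiviral gene that interferon induces, was higher by a log2 fold change of 1.55 (standard error 0.14, adjusted p = 8.0e-05 from limma). MAT2A, which makes S-adenosylmethionine, was higher by 0.99 (adjusted p = 8.8e-04 from limma) and TIMP1, an inhibitor of matrix metalloproteinases, by 0.86 (adjusted p = 8.6e-05). S100A9, an antimicrobial calcium-binding protein, was lower, at -3.30 (adjusted p = 8.8e-05 from limma), and LCP1, an actin bundler, had -2.54 (adjusted p = 5.4e-06). Set against the sham cells of the single experiment, the changes of these genes in irradiated recovery cells were smaller. They had been picked by their change from the recovery sham cells, which alone can make another comparison smaller. CYP1B1, also among the largest rises at 1 week, went the other way, at 1.25 against 0.93. The smaller changes were 0.93 for OASL, 0.59 for MAT2A, 0.60 for TIMP1, -1.53 for S100A9 and -1.30 for LCP1. In all 1565 genes were DEGs, 996 higher and 569 lower (823 higher and 784 lower after TMM). Of the higher genes 238 (23.9%) lie on the long arm of chromosome 9 or on chromosome 22, which hold 6.71% of the genes above the expression floor. The total was 555 without sham library SSUV14 and 595 without irradiated library SSUV16.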

A total of 821 genes were altered with treatment, including 505 up-regulated genes and 316 down-regulated genes (Supplemental Table 1). 

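CRABP2 was lower at 24 hours and had a log2 fold change of -2.38 (adjusted p = 9.4e-06) at 1 week from limma. KRT4 had -2.29 (adjusted p = 1.3e-04 from limma) and TGM1 -0.81 (adjusted p = 0.00350). Of the 1 week DEGs, 895 (57.2%) were also DEGs at 24 hours after 5 doses of 12 J/cm2, with 521 higher at both times, 254 lower at both and 120 opposite. Independent lists would give 291, 113 and 365. The shared number was 311 without library SSUV14 and 325 without library SSUV16 of the recovery experiment. The 2 comparisons share no library, but their tests share 1 spread estimate per gene, from which part of the shared excess may come.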

Interestingly, about 400 DEGs from the 1 week recovery group were overlapped with those from cells collected 24 hours post irradiation, suggesting that nearly half of ssUVR-induced gene alterations persist for several cell generations. 

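LAMA3 was a DEG in all 3 treatments and still had a log2 fold change of 0.55 (adjusted p = 0.00119) at 1 week from limma. TXNIP, lower in each, had -1.59 (adjusted p = 0.00323 from limma), and its call in the single exposure ended with adjusted p = 0.106 without library SSUV2 and 0.113 without library SSUV3. Against the sham cells of the single experiment, TXNIP had -0.98 (adjusted p = 0.0786 from limma) in irradiated recovery cells and 0.62 (adjusted p = 0.287) in recovery sham cells. Neither difference passed the test, so whether part of its fall at 1 week lay in the level of the recovery sham cells stays open. In total 407 genes were called in all 3 comparisons. Without 1 library the number was 239 (SSUV1), 174 (SSUV2), 110 (SSUV3), 150 (SSUV14) and 146 (SSUV16).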

Cross-comparison of the 3 DEG lists yielded a total of 167 genes that were commonly altered in all three sample sets (Fig. 5A). After removing 8 genes that were regulated in an opposite direction, we obtained a list of 159 DEGs (84 up-regulated and 75 down-regulated) that were altered by both single and repetitive ssUVR and retained the persistent change even at 1 week after irradiation (Supplemental Table 2).

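The genes that kept their direction include FOSL1, with a log2 fold change at 1 week of 0.77 (adjusted p = 4.4e-04) from limma, and MAT2A. The log2 fold changes after 1 dose, after 5 doses and at 1 week were 0.53, 0.73 and 0.70 for SLC43A3, a nucleobase transporter, and 0.51, 0.90 and 0.61 for SFPQ, a splicing factor. They were -0.71, -0.81 and -0.94 for IGFBP3, which binds insulin-like growth factors. Of the shared genes, 261 were higher and 115 lower in all 3 comparisons and 31 had mixed directions, against 41.2 and 8.27 for independent lists. Those expected numbers leave out the spread estimate per gene that the 3 tests share, from which part of the excess may come. After TMM 147 were always higher and 198 always lower. The sum of both was 229 (SSUV1), 156 (SSUV2), 103 (SSUV3), 144 (SSUV14) and 137 (SSUV16) with the library in brackets left out.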

**Figure 5:**
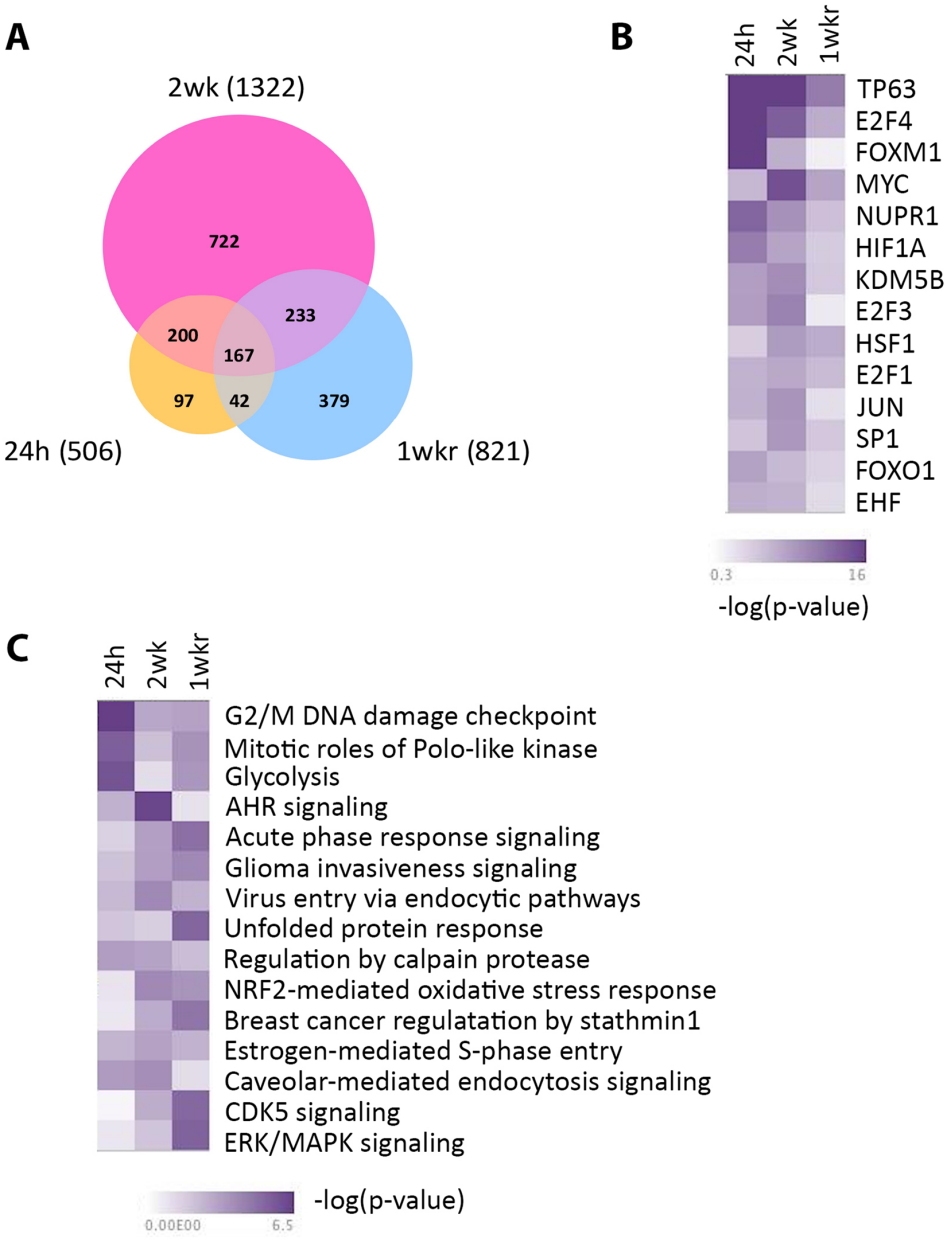
Comparison of genes and pathways changed in HaCaT cells exposed to signle ssUVR, 5 repetitive ssUVR, or 1-week recovery from repetitive ssUVR. Venn diagram of differentially expressed genes (**A**), predicted upstream transcription factors (**B**), and the top canonical pathways (**C**) were shown.

A comparative analysis of the three DEG list was performed using the IPA comparison analysis tool in order to further investigate the alteration of genes or pathways in cells exposed to single or 5 repetitive ssUVR as well as cells undergoing a 1-week recovery. As shown in Fig. 5B, the comparison analysis of upstream regulators revealed two distinct groups of transcription factors. The first group is overrepresented in cells exposed to single ssUVR, and included TP63, E2F4, FOXM1, NUPR1 and HIF1A. Among these TFs, TP63 and E2F remained highly represented in cells with 5x ssUVR, while others were less prominent. In contrast, the second group of TFs were more likely changed only after repetitive ssUVR. 

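NEK2, a target of FOXM1, had a log2 fold change of -0.57 (standard error 0.07, adjusted p = 1.1e-04 from limma) after 5 doses of 12 J/cm2, and PSRC1 had -0.53 (adjusted p = 9.2e-04). Of the 23 FOXM1 targets in Table 1, 16 were lower and 1 higher after these 5 doses (1 higher and 16 lower when adjusted over the list alone), with a median of -0.25 (adjusted p = 3.1e-06 from limma's camera and adjusted p = 0.280 with an estimated correlation), and the median difference between 5 doses and 1 was 0.10 (adjusted p = 0.698 with an estimated correlation). The targets were drawn from these libraries and are not independent evidence. The TP63 targets had 18 higher and 12 lower after 5 doses (18 higher and 13 lower when adjusted over the list alone), with a median of 0.17 (adjusted p = 0.834 from limma's camera and adjusted p = 0.910 with an estimated correlation). Of 19 hypoxia genes, which HIF1A drives, 5 were lower and 14 did not pass the test after a single dose (5 lower when adjusted over the list alone), with a median of -0.39 (adjusted p = 3.2e-09 from limma's camera and adjusted p = 0.160 with an estimated correlation). After 5 doses 4 were lower and 15 did not pass the test (4 lower when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.00625 from limma's camera and adjusted p = 0.503 with an estimated correlation).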

The transcription factors in this group contain MYC, KDM5B, E2F3, JUN and SP1. 

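JUN, which had risen at 24 hours after 5 doses, responded less at 1 week, by -1.27 (adjusted p = 4.5e-04) on the log2 scale from limma. TGFA, a ligand of the EGF receptor, had -0.47 (adjusted p = 0.00419 from limma) and IER3 -0.83 (adjusted p = 9.5e-05). At 1 week the 16 KDM5B targets of Table 1 had 3 higher and 5 lower (3 higher and 6 lower when adjusted over the list alone), with a median of -0.08 (adjusted p = 0.260 from limma's camera and adjusted p = 0.729 with an estimated correlation), and their median difference between 1 week and 24 hours was 0.22 (adjusted p = 0.257 with an estimated correlation). The 51 MYC targets of Table 2 had 16 higher and 11 lower at 1 week (17 higher and 13 lower when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.860 from limma's camera and adjusted p = 0.905 with an estimated correlation). Both sets were chosen on these libraries, so they are not independent evidence.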

Interestingly, these TFs seemed less represented in cells following 1 week recovery, suggesting a relatively transient TF activity after ssUVR. The shift in expression of transcriptional regulators from group I to group II may reveal the transition of cellular response from early cell cycle arrest and stress response toward to a more sophisticated adaptation. 

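CYP1B1, a target of the aryl hydrocarbon receptor, was lower at 24 hours after 5 doses and higher at 1 week, by 0.93 (adjusted p = 3.3e-05 from limma). The difference of its responses was 1.63 (adjusted p = 1.1e-05) from limma. Among NRF2 targets the difference was 0.76 (adjusted p = 5.5e-04 from limma) for GPX2, a glutathione peroxidase, 0.76 (adjusted p = 2.4e-04) for TXNRD1, the thioredoxin reductase, and 0.72 (adjusted p = 5.1e-04) for PIR. Of 32 NRF2 targets 13 were higher, 1 lower and 18 did not pass the test in this test (15 higher and 2 lower when adjusted over the list alone), with a median difference of 0.25 (adjusted p = 3.4e-07 from limma's camera and adjusted p = 0.257 with an estimated correlation). At 1 week itself, 4 of the 32 were higher (4 higher when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.794 from limma's camera and adjusted p = 0.936 with an estimated correlation). Of 8 AHR targets 4 were higher, 1 lower and 3 did not pass the test (4 higher and 1 lower when adjusted over the list alone), with a median difference of 0.54 (adjusted p = 0.00101 from limma's camera and adjusted p = 0.0794 with an estimated correlation).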

Comparative analysis of canonical pathways also revealed the transition of cellular response from cell cycle regulation toward metabolic changes mediated by AHR/NRF2 (Fig. 5C). It is worth noting that, unfolded protein response, CDK5 signaling and ERK/MAPK signaling were overrepresented in the 1 week recovery group.

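At 1 week CALR, a chaperone of the endoplasmic reticulum, had a log2 fold change of -0.24 (standard error 0.04, adjusted p = 0.00134 from limma), HSP90B1, the reticulum's HSP90, had -0.23 (adjusted p = 0.00336), and PDIA6, a disulfide isomerase, had -0.22 (adjusted p = 0.00182). Of 20 genes of the unfolded protein response 2 were higher, 5 lower and 13 did not pass the test (3 higher and 5 lower when adjusted over the list alone), with a median of 0.00 (adjusted p = 0.313 from limma's camera and adjusted p = 0.729 with an estimated correlation). XBP1, the called member with the largest change, was higher. It lies on chromosome 22, where 83 of 100 genes were higher at 1 week. Of the 27 targets of ERK and EGFR 4 were higher, 1 lower and 22 did not pass the test (4 higher and 1 lower when adjusted over the list alone), with a median of 0.13 (adjusted p = 0.0304 from limma's camera and adjusted p = 0.708 with an estimated correlation). Against 1x sham cells their median was -0.03 in irradiated recovery cells (adjusted p = 0.965 from limma's camera and adjusted p = 0.982 with an estimated correlation) and -0.10 in recovery sham cells (adjusted p = 9.8e-04 from limma's camera and adjusted p = 0.430 with an estimated correlation).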

## Discussion

Despite many studies on UVA/B/C radiation-induced changes in gene expression, the molecules and pathways involved in the cellular response to low dose sunlight are incompletely understood. In the present study, we investigated the genes and pathways altered in response to single dose or repetitive solar simulated UV irradiation of HaCaT keratinocytes using RNA-seq and subsequent functional annotation tools. These results reveal that ssUVR is able to up- or down-regulate genes with diverse cellular functions in a dose-dependent manner. While cells exposed to single dose of ssUVR displayed a significant inhibition in genes related to cell cycle progression, especially mitotic related genes, cells that were exposed to repetitive doses of ssUVR exhibited changes in genes involved in signal transduction, cell structure and metabolism. In addition, we identified a list of ssUVR target genes, which were altered early in the response to ssUVR and maintained the changes for several cell generations post irradiation.

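The difference between the responses to 5 doses and to 1 dose of 12 J/cm2 of the 54 G2/M genes had a median of 0.05 (adjusted p = 0.0857 from limma's camera and adjusted p = 0.810 with an estimated correlation). At 1 week 3 were higher, 12 lower and 39 did not pass the test (3 higher and 13 lower when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.0114 from limma's camera and adjusted p = 0.729 with an estimated correlation). Between 24 hours and 1 week 13 were higher and 41 did not pass the test (16 higher when adjusted over the list alone), with a median difference of 0.18 (adjusted p = 1.0e-07 from limma's camera and adjusted p = 0.435 with an estimated correlation). In the same test of 5 doses against 1, of 15 desmosome and adherens junction genes 4 were lower and 11 did not pass the test (10 lower when adjusted over the list alone), with a median difference of -0.20 (adjusted p = 1.8e-05 from limma's camera and adjusted p = 0.252 with an estimated correlation). For NRF2 targets the median difference was -0.15, and 6 were lower and 26 did not pass the test (8 lower when adjusted over the list alone, adjusted p = 8.0e-05 from limma's camera and adjusted p = 0.545 with an estimated correlation). Among these genes GSR, the glutathione reductase, had -0.43 (adjusted p = 0.00842 from limma) and GCLC had -0.57 (adjusted p = 0.00380).

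**Figure D1:**
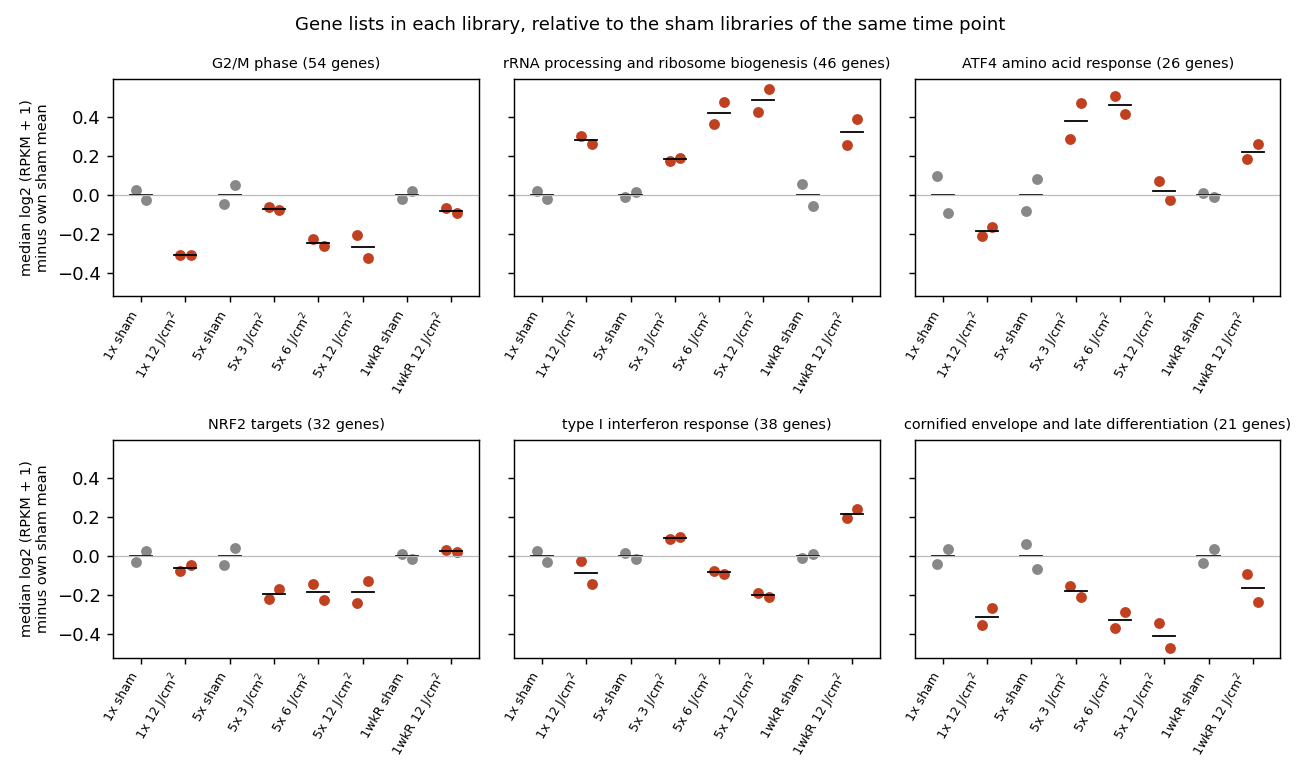
Change of 6 gene lists in each of 16 libraries. From each gene's log2(RPKM + 1) its mean in the 2 sham libraries of the same schedule and time was taken away, and the median over the list is shown. The 2 sham points of each pair mirror each other around 0 by construction. Points are libraries (n = 2 per condition) and black lines are means of 2.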

Mammalian cells have developed a sophisticated response to protect themselves against DNA damage induced by UV radiation. Multiple checkpoints are activated during the cell cycle to pause cell division at a specific phase until the damage repair is completed or bypassed^33^. While G1/S and G2/M checkpoints control the entry into S-phase and M-phase respectively, intra-S and mitotic spindle checkpoints maintain the fidelity of DNA replication and chromosome segregation. These checkpoints are controlled by distinct yet interconnected pathways and gene networks. Our study revealed that DEGs related to cell cycle regulation were overrepresented in keratinocytes exposed to a single dose of ssUVR. Although the changes covered all four checkpoints and cell cycle phases, the majority of down-regulated genes were related to G2/M arrest and mitotic spindle checkpoint regulation.

Transition from G2 phase into mitosis is driven by CDK1 (Cdc2) and its regulator cyclin B. During G2 phase, CDK1 is inactivated by phosphorylation of T14 and Y15 by protein kinases WEE1 and MYT1^34,35^. Activation of CDK-Cyclin B involves dephosphorylation of CDK1 by CDC25 phosphatase^36^ and phosphorylation of Cyclin B by PLK1^37^. PLK1 is a serine/threonine protein kinase that plays important roles in mitosis as well as DNA damage response^38,39^. During G2/M transition, PLK1 is activated by Aurora A kinase and its cofactor Bora^40^. Upon detection of DNA damage, activation of the ATM/ATR/CHK1/CHK2 signaling cascade leads to inhibition of CDC25C and BORA/ Aurora A/PLK1, which subsequently inactivates CDK1-Cyclin B leading to G2/M cell cycle arrest^38,39^. Although most of the regulatory events occur through phosphorylation and dephosporylation, it was previously reported that CDC25C protein levels were reduced in HaCaT cells exposed to UVB^41^. Our results showed a significant down-regulation of these genes in ssUV-irradiated HaCaT cells. It is worth noting that HaCaT carries p53 mutations in both alleles and therefore does not have a functional p53 protein. In cells that do not have functional p53, cell arrest at the G2/M boundary has been reported to be mediated by reduced CDC25C and subsequent inactivation of the cyclin B1-CDK1 complex^41^. 

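CDC25C, the phosphatase that activates CDK1, lies on chromosome 5 of hg38 from 138285269 to 138338355. Its level was 7.07 ± 0.640 RPKM (SD, n = 2) in irradiated cells and 10.3 ± 0.0262 RPKM (SD, n = 2) in sham cells after a single dose, a log2 fold change of -0.49 (standard error 0.08, adjusted p = 0.00273 from limma). CCNB1 encodes cyclin B1 on chromosome 5 of hg38 from 69167135 to 69178245 and fell from 135 to 98.8 RPKM, with -0.44 (adjusted p = 0.00125 from limma). CCNB2, cyclin B2, had -0.46 (adjusted p = 0.00210 from limma), and CDK1, the kinase itself on chromosome 10 of hg38 from 60778331 to 60794852, had -0.36 (adjusted p = 0.00371). The call of CDK1 ended with adjusted p = 0.0516 from limma without library SSUV3. After 5 doses of 12 J/cm2 the response of CCNB1 was higher than after 1 by 0.40 (adjusted p = 0.0316 from limma), with adjusted p = 0.107 without library SSUV1, 0.0690 without library SSUV2, 0.110 without library SSUV3, 0.0690 without library SSUV4 and 0.106 without library SSUV5.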

The down-regulation of CDC25C, cyclin B1, cyclin B2 and CDK1 identified in our study may be specific to mitotic arrest in HaCaT cells exposed to ssUVR. Despite the lack of functional p53, the changes of many genes involved in the mitotic process identified in our HaCaT cells exhibited similar regulation when compared to UV irradiated skin cell *in vivo* ^11^.

The second most significant canonical pathway predicted by IPA in cells exposed to single ssUVR is the mitotic roles of the polo-like kinase. In addition to its role in G2/M checkpoint and mitotic entry, PLK1 activity is crucial for nearly every step of mitosis, including spindle assembly, mitotic exit and cytokinesis^38,39^. 

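TTK, a kinase of the spindle checkpoint, had a log2 fold change of -0.36 (standard error 0.05, adjusted p = 0.00143 from limma) after a single dose. TPX2, which activates Aurora A on the spindle, had -0.46 (adjusted p = 0.00183 from limma), KIF2C, a microtubule depolymerase, had -0.54 (adjusted p = 0.00364) and FAM83D, a spindle protein, had -0.54 (adjusted p = 8.7e-04). NUF2, a kinetochore protein, had -0.34 (adjusted p = 0.00222 from limma), and KIF22, a chromosome-binding kinesin, had -0.29 (adjusted p = 0.00426). Of the 29 kinases and spindle genes 22 were lower and 7 did not pass the test (23 lower when adjusted over the list alone), with a median of -0.30 (adjusted p = 1.8e-19 from limma's camera and adjusted p = 0.0977 with an estimated correlation). Among those that did not pass, CENPF, a kinetochore protein, lay below the expression floor with -0.24 (adjusted p = 0.0443 from limma), and NUMA1 and KLHL21 had positive values, 0.12 (adjusted p = 0.132) and 0.11 (adjusted p = 0.305). The study chose the list from these libraries, so the count is not independent evidence.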

Consistent with reduced PLK1 protein levels, a large number of mitosis-related genes were also down-regulated in cells exposed to single ssUVR, such as mitotic related kinases (AURKA, AURKB, BUB1, BUB1B, PLK1, TTK, NEK2, INCENP) and genes involved in spindle assembly, chromosome segregation, as well as cytokinesis (CDC20, HAUS4, KIF22, KNTC1, ANLN, PTTG1, FAM83D, KIF2C, NUMA1, KLHL21, KIF11, CKAP5, TPX2, NUF2, CENPF, NDC80, PBK, REEP4, ARL8A, MIS18BP1, SNX33, etc.). The massive down-regulation of mitotic related genes in ssUV irradiated cells is likely due to the activation of the G2/M DNA damage checkpoint. This is in line with previous findings of delayed expression of mitotic regulators in cells exposed to ionizing radiation^42^. Interestingly, a recent study reported that the expression of mitotic genes is up-regulated in fibroblasts exposed to low dose UVC^19^. It is not clear whether this upregulation is specific to UVC or fibroblasts, as UVR-induced downregulation of mitotic genes has been reported in both cultured keratinocytes as well as human epidermis^11,43^. A recent study investigated the different impact of longwave UVA (UVA1) exposure in keratinocytes and dermal fibroblasts using the reconstructed skin model^44^. Transcriptome analysis of keratinocytes and dermal fibroblasts of reconstituted skin revealed that less than 22% of UVA1-modulated genes were commonly altered in both cell types, suggesting a cell type-specific transcriptome changes in response to UVA1 exposure^44^. The cell type-specific response is not only limited to gene expression but also the UV radiation-induced stress response. While a low dose of UVA1 induced apoptosis in dermal fibroblasts, epidermal keratinocytes showed no apoptotic morphology, despite the clear evidence of DNA damage and ROS production in both cell types^44^. In support of their findings, our study showed that the expression of genes related to cell death and apoptosis were not significantly altered in ssUVR exposed HaCaT cells.

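After 5 doses of 12 J/cm2, TNFRSF10A, a death receptor for TRAIL, rose by a log2 fold change of 0.55 (standard error 0.07, adjusted p = 8.5e-05 from limma) and PMAIP1, the BH3-only protein NOXA, by 0.38 (adjusted p = 0.00386). BIRC3, which restrains caspases, had -0.45 (adjusted p = 8.0e-04 from limma). Of 32 apoptosis genes 1 was higher, 3 lower and 28 did not pass the test after a single dose (1 higher and 3 lower when adjusted over the list alone), with a median of -0.04 (adjusted p = 0.0434 from limma's camera and adjusted p = 0.113 with an estimated correlation). After 5 doses 5 were higher, 4 lower and 23 did not pass the test (5 higher and 4 lower when adjusted over the list alone), with a median of -0.01 (adjusted p = 0.481 from limma's camera and adjusted p = 0.468 with an estimated correlation). At 1 week 3 were higher, 1 lower and 28 did not pass the test (4 higher and 1 lower when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.929 from limma's camera and adjusted p = 0.936 with an estimated correlation).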

In HaCaT cells exposed to repetitive ssUVR, the most inhibited canonical pathway, predicted by IPA analysis, was interferon signaling. Interferon signaling pathways are crucial for antiviral and antibacterial defense^45^. There are three types of interferons; Type I interferons contain IFN-α, IFN-β, IFN-ε, IFN-κ, and IFN-ω; Type II included IFN-γ and type III contains IFN-λ^45^. Type I IFNs bind to IFN-α receptor I and II, which subsequently activate STAT1 and STAT2 by phosphorylation and activation of janus kinase 1 (JAK1) and tyrosine kinase 2 (TK2)^45,46^. Activated STAT1 and STAT2 complexes translocated to the nucleus and bound to IFN-stimulated response elements, activating type I IFN-response genes. Type II IFNγ bound to cell surface receptor IFNγR and activated STAT1 homodimers and respective downstream target genes. Many studies have shown that type I interferons are key players in normal skin and are normally downregulated in three major types of skin cancer: squamous carcinoma, basal cell carcinoma, and melanoma^46–48^. 

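HLA-B, which presents peptides to T cells and responds to interferon, had a log2 fold change of -0.39 (standard error 0.08, adjusted p = 0.00302 from limma) after 5 doses of 12 J/cm2. TAPBP, which takes part in peptide loading, had -0.29 (adjusted p = 0.00479 from limma). IFNGR1, a chain of the receptor for interferon gamma, had -0.22 (adjusted p = 0.0239 from limma), though with adjusted p = 0.112 without library SSUV5, 0.0529 without library SSUV6 and 0.168 without library SSUV11. Of 16 genes of antigen presentation 1 was higher, 6 lower and 9 did not pass the test (1 higher and 6 lower when adjusted over the list alone), with a median of -0.18 (adjusted p = 0.00212 from limma's camera and adjusted p = 0.304 with an estimated correlation).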

Our results show that there was a significant downregulation of type I and type II IFN pathways in cells exposed to repetitive ssUVR. Both STAT1 and STAT2 were reduced in UV radiated cells, accompanied by downregulation of IFN target genes, including IRF1 and IFITM1-3. IRF1 and IRF6 were also down-regulated in the irradiated cells. This result is consistent with a previous study that UVR is able to down-regulate IFNγ activated STAT1 phosphorylation in both human and mouse keratinocytes^49,50^. IRF-6 is highly expressed in skin, and is crucial for skin and limb formation as well as craniofacial development. Depletion of IRF6 strongly affected keratinocyte proliferation and differentiation^51^. UVR-induced downregulation of IFN pathways and their respective target genes were not observed in cells exposed to single ssUVR, suggesting that the changes may be a late response that requires repetitive UV exposure. In addition to interferon signaling, multiple nuclear receptors were also down-regulated by ssUVR, such as RARr, RXRa and RXRb. Both LXR/RAR and PPAR/RXR activation were predicted to be inhibited following ssUVR exposure. Moreover, genes involved in cell migration and cytoskeleton reorganization were induced, such ILK signaling and CDC42 signaling. Therefore, compared to a strong inhibition of cell cycle progression in cells exposed to single ssUVR, cells exposed to repetitive ssUVR displayed a variety of changes in cell signaling and metabolism.

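After a single dose, STAT2 had a log2 fold change of -0.17 (standard error 0.06, adjusted p = 0.0664 from limma) and IRF1 had -0.18 (adjusted p = 0.146). Of the 38 type I interferon genes 2 were lower and 36 did not pass the test (2 lower when adjusted over the list alone), with a median of -0.07 (adjusted p = 1.6e-04 from limma's camera and adjusted p = 0.205 with an estimated correlation). For 5 doses against 1, the median difference of the list was -0.11, with 31 of its genes negative and 7 positive (adjusted p = 0.0149 from limma's camera and adjusted p = 0.698 with an estimated correlation). The differences of STAT2 and IRF1 were -0.29 (adjusted p = 0.0782 from limma) and -0.31 (adjusted p = 0.140). From the absence of a fall after a single dose, the paper proposes a late response that needs repetitive exposure.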

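RARG encodes the retinoic acid receptor that prevails in epidermis and lies on chromosome 12 of hg38 from 53210567 to 53232980. After 5 doses of 12 J/cm2 its log2 fold change was -0.56 (standard error 0.06, adjusted p = 3.9e-05 from limma). RXRA and RXRB, the partners of many nuclear receptors, had -0.23 (adjusted p = 0.0126 from limma) and -0.33 (adjusted p = 1.0e-02). The call of RXRA ended with adjusted p = 1.0e-01 from limma without library SSUV6 and 0.0623 without library SSUV11, and that of RXRB with adjusted p = 0.0892 without library SSUV5 and 0.0969 without library SSUV12. At 1 week the response of RARG was higher than at 24 hours by 0.67 (adjusted p = 4.3e-04 from limma) and that of RXRA by 0.68 (adjusted p = 6.4e-04), where RXRA lies on the long arm of chromosome 9.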

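TGFBI, a matrix protein that TGF-beta induces, rose by a log2 fold change of 0.68 (standard error 0.05, adjusted p = 2.3e-06 from limma) after 5 doses of 12 J/cm2 and CYR61 by 0.86 (adjusted p = 1.3e-04). FERMT1, which links integrins to actin, rose by 1.32 (adjusted p = 1.1e-06 from limma). Of 32 genes of the extracellular matrix and integrins 16 were higher, 1 lower and 15 did not pass the test (16 higher and 1 lower when adjusted over the list alone), with a median of 0.30 (adjusted p = 1.4e-04 from limma's camera and adjusted p = 0.280 with an estimated correlation). Of 20 TGF-beta targets 7 were higher, 2 lower and 11 did not pass the test (7 higher and 2 lower when adjusted over the list alone), with a median of 0.36 (adjusted p = 0.00328 from limma's camera and adjusted p = 0.244 with an estimated correlation).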

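STARD4, a cholesterol carrier, had a log2 fold change of -0.75 (standard error 0.09, adjusted p = 9.4e-05 from limma) after 5 doses of 12 J/cm2. ALDOC, a glycolytic aldolase, had -1.36 (adjusted p = 0.00154 from limma). IL1A had 0.66 (adjusted p = 5.3e-04 from limma) and CXCL1, which attracts neutrophils, had 0.89 (adjusted p = 5.1e-04). Of 24 genes of cholesterol synthesis 9 were lower and 15 did not pass the test (9 lower when adjusted over the list alone), with a median of -0.25 (adjusted p = 2.7e-05 from limma's camera and adjusted p = 0.280 with an estimated correlation), and the median difference between 5 doses and 1 was -0.22 (adjusted p = 0.563 with an estimated correlation). Of 20 glycolysis genes 2 were higher, 9 lower and 9 did not pass the test (2 higher and 10 lower when adjusted over the list alone), with a median of -0.14 (adjusted p = 0.00625 from limma's camera and adjusted p = 0.458 with an estimated correlation). Of 19 NF-kB and cytokine genes 7 were higher, 2 lower and 10 did not pass the test (8 higher and 2 lower when adjusted over the list alone), with a median of 0.37 (adjusted p = 0.0127 from limma's camera and adjusted p = 0.280 with an estimated correlation).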

UV radiation, particularly at shorter wavelength, is able to modulate the skin neuroendocrine activity^6^. Several studies have reported an increase of cortisol synthesis by UVB/UVC, which was associated with the increased levels of CRH, POMC, 11βHSD1, CYP11A1, CYP11B1, MC1R, MC2R and decreased 11βHSD2^52–55^. Some genes were altered in a similar trend in our study, but the changes were not statistically significant (data not shown). It is worth noting that the UV source used in our study consists of 95% UVA and 5% UVB. This small amount of UVB may not be sufficient to induce significant gene changes related to cortisol synthesis, as UVA alone had no effect on local cortisol production^6,53^.

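MC1R, the melanocortin receptor, and HSD11B2, which inactivates cortisol, were the only genes of this set above the expression filter, MC1R through the 5x libraries alone. In the single experiment MC1R was at 0.352 ± 0.00130 RPKM (SD, n = 2) in irradiated cells and 0.290 ± 0.0333 RPKM (SD, n = 2) in sham cells, where a log2 fold change rests mostly on the pseudocount, and HSD11B2 had a log2 fold change of 0.00 (standard error 0.09, adjusted p = 0.979 from limma). After 5 doses of 12 J/cm2 they had -0.02 (adjusted p = 0.852 from limma) and -0.08 (adjusted p = 0.508). With 1 library left out the values ran from -0.04 to 0.05 for HSD11B2 after 1 dose, and after 5 doses from -0.09 to 0.05 for MC1R and -0.19 to 0.03 for HSD11B2. The highest level in any library was 0.349 RPKM for HSD11B1, 0.115 for CYP11A1, 0.0233 for POMC, 0.0232 for CRH, 0.00883 for MC2R and 0.00852 for CYP11B1.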

Our previous study demonstrated a massive reduction of histone lysine acetylation in human keratinocytes exposed to ssUVR^24^. As histone acetylation is normally associated with active gene expression, it is quite surprising that the numbers of up-regulated and down-related genes are equally represented in most comparison conducted in our study, with the exception of cells exposed to repetitive ssUVR at 3 J/cm^2^. 

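At 6 J/cm2 the DEGs on the higher side include 37 of 46 rRNA processing genes (37 higher when adjusted over the list alone), with a median of 0.41 (adjusted p = 9.0e-16 from limma's camera and adjusted p = 0.235 with an estimated correlation). Those on the lower side include 35 of 54 G2/M genes (38 lower when adjusted over the list alone, 20 lower without SSUV6 and 18 without SSUV10), with a median of -0.25 (adjusted p = 3.6e-13 from limma's camera and adjusted p = 0.235 with an estimated correlation). Of the DEGs, 66.0% were higher after a single dose, 57.7%, 60.0% and 59.5% after 5 doses of 3, 6 and 12 J/cm2, and 63.6% at 1 week. These shares came from limma on levels with no scaling added between libraries. After TMM the shares were 34.1%, 34.3%, 47.2%, 48.1% and 51.2%, and after quantile normalization they were 49.4%, 47.4%, 52.5%, 52.7% and 52.2%.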

The data suggests that histone hypoacetylation may have a very limited impact on ssUVR-altered gene expression. This is in line with a recent study using HEK293 cells which demonstrated limited correlation between genomic distribution of H4K16 acetylation and transcriptional regulation^56^. It is possible that ssUVR-induced histone hypoacetylation leads to changes in chromatin structure and contributes to both DNA damage sensing and successful DNA repair, rather than the global changes of gene expression. However, we do not exclude the possibility that altered histone acetylation may mediate ssUVR-induced expression changes in a gene-specific manner. For example, aquaporin 3 (AQP3), an important cell membrane protein that is crucial for water and glycerol transportation as well as skin hydration^57,58^, was downregulated in cells exposed to either single ssUVR (−1.9 fold) or repetitive ssUVR (−2.9 fold) (Supplemental Table 2). These results were consistent with the finding of AQP3 downregulation and decrease of water permeability in keratinocytes exposed to UVB^59^, Interestingly, AQP3 levels remained low in cells undergo 1-week recovery (Supplemental Table 2), suggesting a possible epigenetic change mediates AQP3 down-regulation by ssUVR. This was further supported by a recent study on HDAC3 suppression of AQP3 expression in mouse epidermal keratinocytes^60^.

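AQP3 lies on chromosome 9 of hg38 from 33441156 to 33447596. Its level after a single dose was 17.4 ± 1.49 RPKM (SD, n = 2) in irradiated cells and 32.5 ± 2.31 RPKM (SD, n = 2) in sham cells, a log2 fold change of -0.87 (standard error 0.09, adjusted p = 3.3e-04 from limma). At 1 week it was 39.6 ± 3.67 RPKM (SD, n = 2) in irradiated cells and 47.8 ± 2.34 RPKM (SD, n = 2) in sham cells, with -0.27 (adjusted p = 0.0465 from limma), and this call ended with adjusted p = 0.0727 without library SSUV13, 0.244 without library SSUV14 and 0.320 without library SSUV16. The response at 1 week was higher than at 24 hours after 5 doses by 1.20 (adjusted p = 2.4e-04 from limma). From the low level at 1 week the paper proposes a possible epigenetic change.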

In summary, our present study compared changes in gene expression in human keratinocytes exposed to single or repetitive ssUVR. In addition, changes present one week after the final dose of repetitive irradiation were measured. Using RNA-seq combining with IPA comparative analysis, DEG lists were generated and pathways and their connected upstream regulators were analyzed to look for changes in expression resulting in cellular abnormalities. The results indicate that ssUVR-modulated the expression of genes with diverse cellular functions. While single ssUVR caused a significant inhibition of genes involved in cell cycle progression, repetitive ssUVR lead to extensive changes of genes related to many important cell signaling pathways, cell adhesion, and metabolism. These data suggest that a complex network of transcriptional regulators and pathways orchestrate the cellular response to ssUVR. Moreover, we identified 159 genes that maintained their initial changes after several cell passages, suggesting a potential epigenetic mechanism that may mediate ssUVR-induced transcriptome changes. 

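RRS1 had a log2 fold change of 0.66 (standard error 0.09, adjusted p = 7.7e-04 from limma) at 1 week and NOP56 had 0.59 (adjusted p = 0.00337), and of the 46 rRNA processing genes 30 were higher and 16 did not pass the test (31 higher when adjusted over the list alone), with a median of 0.33 (adjusted p = 2.7e-12 from limma's camera and adjusted p = 0.540 with an estimated correlation). Against 1x sham cells the median was 0.11 in irradiated recovery cells (adjusted p = 0.0203 from limma's camera and adjusted p = 0.672 with an estimated correlation) and -0.22 in recovery sham cells (adjusted p = 1.1e-18 from limma's camera and adjusted p = 0.379 with an estimated correlation). In the difference between 1 week and 24 hours, TGFBI had -0.74 (adjusted p = 7.9e-05) and FST -1.16 (adjusted p = 0.00146), and of 32 matrix and integrin genes 1 was higher, 14 lower and 17 did not pass the test (1 higher and 16 lower when adjusted over the list alone, adjusted p = 1.5e-06 from limma's camera and adjusted p = 0.257 with an estimated correlation). Over the 2368 DEGs of 5 doses at 12 J/cm2, 78.7% had the same sign at 1 week, and the median gene kept 0.41 of its log2 fold change, among genes chosen for their change at 24 hours, which can lower that share. Of the 1065 DEGs of the single dose, 84.3% had the same sign at 1 week after 5 doses, with a median share of 0.573. No cells were taken 1 week after a single dose, so these 2 values compare different exposures. From the genes that kept their change, the paper proposes a potential epigenetic mechanism.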

Further analysis of the epigenetic landscape in cells exposed to single or repetitive ssUVR will provide new insights into the mechanism underlying solar UV radiation-induced skin damage and carcinogenesis.

## Methods

### Cell culture

Immortalized human HaCaT keratinocytes were obtained from Dr. Chuangshu Huang at NYU School of Medicine. The cells were cultured in DMEM medium (4.5 g/L glucose) containing 10% fetal bovine serum and 1% penicillin/streptomycin at 37 °C and 5% CO_2_.

### Solar simulated UV radiation

The UV source and simulated UV radiation are the same as previously described^24^. Solar simulated UV radiation was performed using a modified Hand Foot II phototherapy instrument (National Biological Corporation, Beachwood, OH) with 8 UVA lamps (HOUVALITE F24T12/BL/HO [PUVA], National Biological Corporation). The lamp emission is filtered by a single glass plate, resulting in an average intensity of 3.4–3.5 mw/cm^2^ for UVA and 0.18 mw/cm^2^ for UVB at cell culture surface, which equivalent to a spectrum of 95% UVA and 5% UVB. UVA intensity was measured with a UVX digital handheld radiometer using the UVX-36 UVA sensor (UVP, Upland, CA). UVB intensity was measured with an ILT1400 Photo detector using the SEL240 UVB sensor (International Light, Newburyport, MA). The intensity of the lamp output was measured before every exposure and the exposure times were calculated to deliver the desired doses. The lowest dose (3 J/cm^2^) and the highest dose (12 J/cm^2^) used in this study required the approximate exposure time of 15 min and 57 min, respectively.

For cells exposed to single ssUVR, 3.5 × 10^6^ cells were seeded in 10-cm cell culture dish at the day before irradiation. Prior to exposure, cells were washed twice with PBS and exposed to 12 J/cm^2^ ssUVR in 10 ml of Hank’s Balanced Salt Solution (HBSS, life technologies, Grand Island, NY) supplemented with 4 mM glucose. After irradiation, the HBSS was replaced with fresh medium and cells were cultured for 24 hours. Control samples were treated identically but covered with foil during irradiation (Sham). To maintain a constant temperature, a table fan was used to reduce heat production during the exposure. For repetitive radiation, cells were exposed to 5 repetitive doses of ssUVR at 3, 6, 12 J/cm^2^ as described above, except they were allowed to recover for 3 days prior to the next round of radiation. To examine the persistence of gene expression changes, cells were exposed to 5 repetitive doses of ssUVR at 12 J/cm^2^, and were harvested at one week after final irradiation.

### RNA isolation and sequencing library preparation

Total RNA was extracted from sham and ssUVR-exposed cells using the Trizol reagent (Life Technologies, Gaithersburg, MD). RNA-Seq libraries were prepared using Illumina TruSeq RNA-sample preparation kit according to the manufacture’s instruction. Sequencing was performed at the NYU School of Medicine Genome Technology Center using Illumina HiSeq. 2500 by multiplexed single-read run with 50 cycles.

### RNA-Seq data analysis

Raw sequence data (Fastq) were loaded into Biomedical Genomics Workbench Version 3.5.3 (Qiagen) for data analysis. The raw Fastq files were trimmed to remove any remaining adaptors and ambiguous nucleotides. The trimmed sequence files were aligned to human genome (Hg38) allowing two mismatches. Reads mapped to the exons of a gene were summed at the gene level. Gene expression levels were quantified as total read per million (TPM). Differential gene expression was analyzed using Advance RNA-seq plug-in tool (Qiagen) by comparing each treated group versus corresponding control group. TMM (trimmed mean of M values) normalization was performed to adjust library sizes before differential expression analysis. The genes with a false discovery rate (FDR) < 0.05 between control and treated group and an average mean of total counts no less than 10 were defined as differentially expressed genes (DEGs).

### Gene ontology and pathway analysis

Functional annotation was analyzed with the Gene Ontology (GO) classification system using the Database for Annotation, Visualization and Integrated Discovery (DAVID), an NCBI web based functional annotation tool. Gene network, top pathways and upstream regulators were analyzed by Ingenuity Pathway Analysis (Qiagen).

### RT-PCR validation

Total RNA was isolated with TRIzol Reagent (Life Technologies, Gaithersburg, MD). Reverse transcription was performed using SuperScript™ III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA). Real time-PCR was performed by using SYBR Select Master Mix (Applied Biosystems, Foster City, CA) on a 7900HT Fast Real-time PCR System (Applied Biosystems). Each sample was run in triplicates. The relative mRNA expression levels were normalized by using *GAPDH* as the endogenous control. The primers used for qPCR were as follows: TXNIP forward: 5′-ACTCGTGTCAAAGCCGTTAGG-3′; TXNIP reverse: 5′-TCCCTGCATCCAAAGCACTT-3′; DDIT4 forward: 5′-CGGGTGGCTGTGCATTG-3′; DDIT4 reverse: 5′-TGGCCCCTAAGCCTTTGTT-3′; PMEPA1 forward: 5′-TCTCTGCAGGGCGCTTTG-3′; PMEPA1 reverse: 5′-GTTACCGCACCTGCCTTCAC-3′; KRT4 forward: 5′-AACACCCGGCAGCACTTG-3′; KRT4 reverse: 5′-GGAGTAGAATGGGACACTAAGTGGTT-3′.

### Data Availability Statement

The datasets generated during the current study have been deposited in NCBI Gene Expression Omnibus (GEO accession number GSE102676).

## Electronic supplementary material

Supplemental Figures

Supplemental Table 1

Supplemental Table 2

# Supplementary material for: Transcription factors and stress response gene alterations in human keratinocytes following Solar Simulated Ultra Violet Radiation
**Source:** Sci Rep. 2017 Oct 19;7:13622. doi: 10.1038/s41598-017-13765-7
**Supplement:** Supplementary file 1 — Supplemental Figures

Transcription factors and stress response gene alterations in human keratinocytes following Solar Simulated Ultra Violet Radiation

Thomas L. Des Marais¹, Thomas Kluz¹, Dazhong Xu³, Xiaoru Zhang¹, Lisa Gesumaria¹, Mary S. Matsui², Max Costa^{1*}, Hong Sun^{1*}

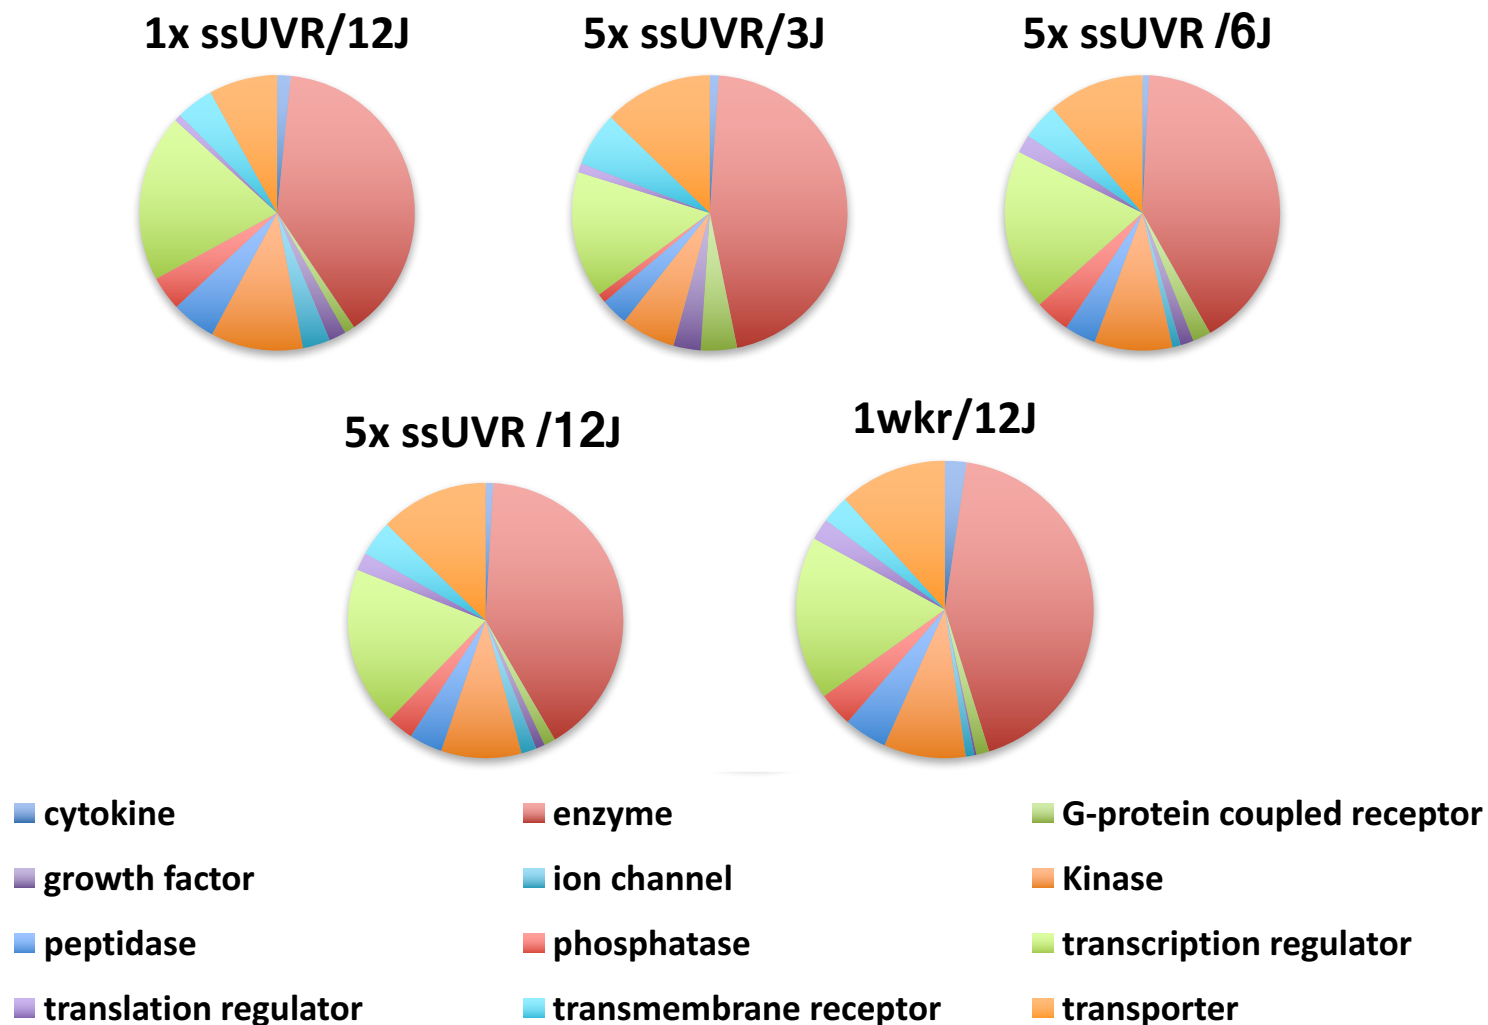

Figure S1. The functional categories of differentially expressed genes in HaCaT cells exposed to ssUVR. The biological function analysis was determined for each gene based on the Ingenuity Pathway Analysis. Number of genes in major categories is shown.

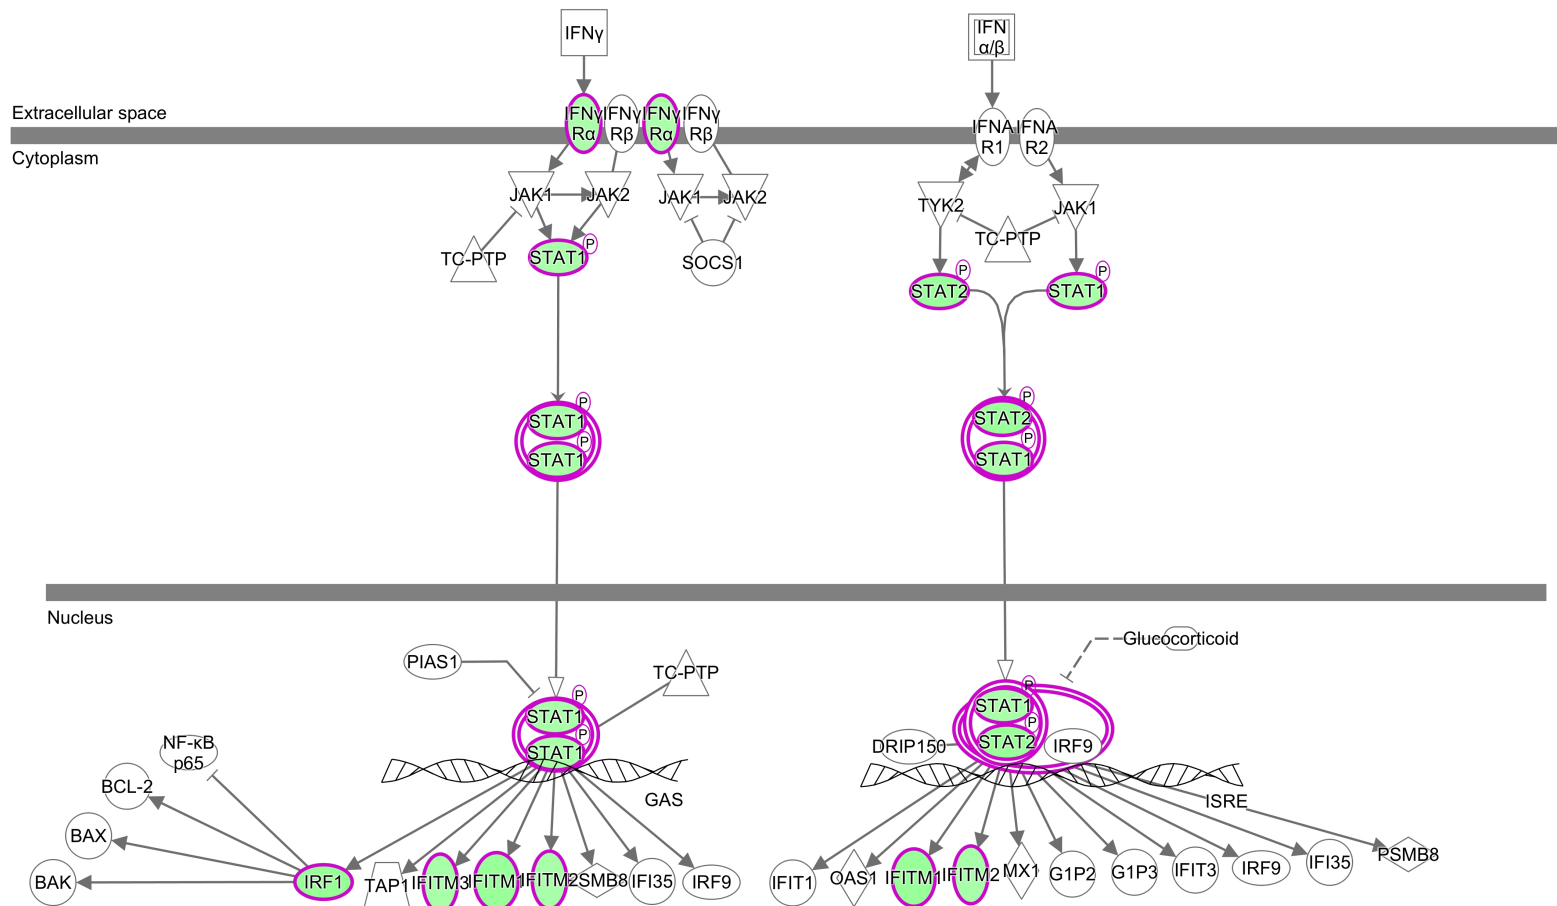

Figure S2. Both type I and II interferon signaling pathway are suppressed in cells exposed to 5 repetitive ssUVR. Purple circle of the node indicates the changed gene expression. Color of each node indicates the regulation of gene expression. Red: up-regulation; Green: down-regulation.

How the deposited data were processed for this re-analysis (not part of the article)

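HaCaT cells were profiled by RNA-seq in 16 libraries, 2 biological replicates for each of 8 conditions: sham and 12 J/cm2 after a single exposure, sham, 3, 6 and 12 J/cm2 after 5 exposures, and sham and 12 J/cm2 at 1 week of recovery. The authors trimmed adaptors and ambiguous bases, aligned 50-cycle single reads to hg38 with Biomedical Genomics Workbench, allowing 2 mismatches, and summed the reads in exons per gene. The deposited values are RPKM per gene and library, which the authors computed from those reads, and log2(RPKM + 1) was taken here. The paper calls the level TPM, but the columns sum to 262872 to 320281, and within each gene all 341281 values above 0 are whole numbers of reads over 1 gene length and 1 total per library (relative tolerance 1e-06). The values thus show no scaling beyond that 1 total per library. The total was itself found from the values, so a factor between libraries could be part of it. The annotation release behind the table is not stated, and gene places and types were taken from GENCODE release 44.

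Recovered reads in genes ranged from 25086990 (SSUV8) to 45938748 (SSUV4) per library, and the share of the counted reads that lay in genes was 90.6% to 97.4%. Of 57992 genes in the table, 11999 with at least 1 RPKM in at least 2 libraries were tested. Replicates correlated at 0.993 to 0.997 on the log2 scale, and their spread exceeded counting noise, with a mean chi-square per gene of 3.38 to 12.8.

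All libraries were fitted at once by limma 3.58.1 in R 4.3.3, with the 8 conditions as 1 factor, a mean-variance trend, 8 residual and 3.90 prior degrees of freedom, and Benjamini-Hochberg adjustment over the genes tested. A call needed an adjusted p under 0.05 and a mean of at least 10 RPKM in 1 of the groups compared. Fold changes, also for the cutoff of 1.5-fold, were taken on RPKM + 1. Each irradiated group was compared with its own sham group, and differences between responses and between doses were tested in the same model. Overlaps of DEG lists were set beside the number expected for independent lists, which leaves out the spread estimate per gene common to the comparisons. The order of doses was set beside 20 simulated draws with shared sham libraries, in which each gene was drawn independently. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

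Gene lists (60, of which 57 had members to test) were tested with limma's camera, with a preset correlation of 0.01 and with the correlation estimated. The preset passed 40, 29, 35, 36 and 19 lists for the single dose, for 3, 6 and 12 J/cm2, and at 1 week, while the estimated median correlation was 0.207 and left no list past the threshold (lowest adjusted p = 0.0671 from limma over the 8 comparisons). Lists from the study's text and tables were chosen by the authors on these libraries, and the other lists were written with the paper's results known. Older gene symbols were matched through their identifiers, and MLF1IP and the PVRL genes of the lists were not found in the table.

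Genes were named by a rule: for each of the 5 comparisons, the 10 called genes with the largest change in each direction whose irradiated libraries both lie on 1 side of both sham libraries, every gene that the study names, and up to 4 called members with the largest change from each list described. Values in Supplemental Tables 1 and 2 had been seen when the rule was written. A few genes that the rule names are left out of the text. Genes named for differences between responses or doses, and for comparisons between sham groups, were chosen after their values were seen.

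The model was tested on simulated data with the depth of these libraries and 1 pooled spread per gene, equal in all groups. Changes of 1.25-fold were called for 79.1% to 91.0% of the genes given them, 1.5-fold for 97.0% to 100.0%, and 2-fold for 100.0%, with 1 to 5 unchanged genes called per comparison. A simulated list with a shift had a p of 1.7e-58 or less from limma's camera with the preset correlation, and lists without one 0.254 to 0.871. The simulated genes were drawn independently, so this cannot show how often a list of correlated genes passes without a shift.

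The alternatives were no filter, no expression floor, fits with only the libraries compared, pseudocounts of 0.1 and 10, TMM factors, quantile normalization, no mean-variance trend, a fold change of at least 1.5, levels without mitochondrial genes, an estimated correlation for lists, and each library left out in turn. Added later were a floor of 10 recovered reads, voom on recovered reads, fits of the 5x and the other libraries apart, and a fit without chromosome 22 and the long arm of chromosome 9, taken as the genes past the widest gap between gene starts on that chromosome. Pathway and upstream regulator programs were not rerun, and the RT-qPCR measurements are not part of the deposit.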

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

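The differences between responses were planned, apart from that between 1 week and the single exposure. This one, the comparisons between sham groups and between chromosome regions, and the tests of GC content, chromosome copies, culture history, depth, scaling, batch, gene position and sham level, were chosen only after the results were seen.

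For 251 genes the response to 5 doses of 12 J/cm2 differed from the response to 1 by limma's test of the difference, and for 1059 genes the response at 1 week differed from that at 24 hours. The first number was 72, 149, 51 and 133 without libraries SSUV1 to SSUV4, 56 and 471 without SSUV5 and SSUV6, and 759 and 102 without SSUV11 and SSUV12. The second was 696 without SSUV5, 676 without SSUV13, 651 without SSUV14 and 574 without SSUV15. Between 24 hours and 1 week the type I interferon genes had a median difference of 0.48, the NRF2 targets 0.25 and the TGF-beta targets -0.37. Of 32 NRF2 targets 13 were higher, 1 lower and 18 did not pass the test (15 higher and 2 lower when adjusted over the list alone, adjusted p = 3.4e-07 from limma's camera and adjusted p = 0.257 with an estimated correlation), and 7 of the 20 TGF-beta genes were lower (8 lower when adjusted over the list alone, adjusted p = 1.5e-06 from limma's camera and adjusted p = 0.0794 with an estimated correlation). PMEPA1, the largest riser at 24 hours, had a log2 difference of -2.07 (adjusted p = 2.5e-05) from limma. With 1 library left out the medians ran from 0.20 to 0.29 for NRF2 targets and from -0.45 to -0.35 for TGF-beta targets. The 5x libraries enter both tests and form a block of their own, with 90.6% to 91.7% of their counted reads in genes against 96.5% to 97.4% in the others, so schedule and time cannot be told apart from that block in these counts and medians. The response at 1 week minus that to the single exposure uses no 5x library and differed for 432 genes by limma (136 without SSUV1, 272 without SSUV3, 186 without SSUV4, 135 without SSUV14, 177 without SSUV15, 195 without SSUV16, 275 after quantile normalization). There 9 of 38 interferon genes were higher (13 higher when adjusted over the list alone, 3 without SSUV1, 4 without SSUV4, 6 without SSUV13, 3 without SSUV14, 4 without SSUV15, 4 without SSUV16) and 35 positive, with a median of 0.32 (adjusted p = 6.8e-16 from limma's camera and adjusted p = 0.0919 with an estimated correlation), and the median was -0.34 for TGF-beta targets (adjusted p = 1.3e-05 from limma's camera and adjusted p = 0.128 with an estimated correlation) and 0.08 for NRF2 targets (adjusted p = 0.00205 from limma's camera and adjusted p = 0.383 with an estimated correlation).

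At 1 week, 155 of 183 genes of the long arm of chromosome 9 were higher and 2 lower (median 0.32), and 83 of 100 genes of chromosome 22 were higher (median 0.30), while 22 other regions had medians from -0.05 to 0.08, a signal the paper does not report. A fit on GC content and mean level left 0.27 and 0.26, above the highest of 10000 random gene sets (0.06 and 0.08), which argues against GC content as the whole cause. A difference in chromosome copies between the cultures may account for it: 95.6% of the long arm genes had a positive change, against 41.7% of 24 genes of the short arm, while an effect of irradiation on which cells grew out stays open, untested. Culture history cannot be told apart from irradiation, because no group separates them: against 1x sham the recovery sham cells had medians of -0.14 and -0.08 and the irradiated cells 0.19 and 0.22, while at 24 hours irradiated and sham cells differed by 0.05 and 0.02 after 5 doses of 12 J/cm2 (other genes 0.04) and by 0.06 and 0.03 after 1 (other genes 0.03). Of the study's own 505 higher genes at 1 week 177 lie in the 2 regions, and of the 84 that it lists as higher in every treatment 8 do, and with 1 library left out the medians ran from 0.28 to 0.35 and from 0.28 to 0.32.

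Sham cells of the 5x and the single experiment differed in 3791 genes by limma, a comparison that the paper does not make: NEAT1, a nuclear noncoding RNA, was at 234 against 15.6 RPKM (log2 3.82, adjusted p = 2.4e-11), MKI67 at 57.1 against 5.68 and ACTG1 at 330.5 against 728, where the median of the 4572 genes at 10 RPKM or more was -0.20 (-0.29 after TMM, -0.08 after quantile normalization) and that of all 11999 tested 0.05. With every library thinned to 25086990 reads, the 5x libraries kept at least 21806 genes above 0 and the others at most 19179, which argues against depth as the cause. With TMM 3612 of these genes were called the same way, which argues against scaling by a few abundant genes, and leaving out 1 library gave 3546 to 3646. A batch of libraries or RNA and a schedule effect that fades within a week cannot be told apart: recovery sham cells, which also had 5 sham exposures, differed from 1x sham in 113 genes (122 after TMM, 253 with voom on recovered reads, 9 after quantile normalization, 58 without SSUV2, and 0 without SSUV1 or SSUV14, where limma had 547 and 403 at an unadjusted p under 0.05 and voom called 1 and 5, beside 160 without SSUV2 and 207 without SSUV13). By type of gene the median was 0.46 for 812 long noncoding RNAs and 0.01 for 10771 coding genes, and a larger share of nuclear RNA in the 5x libraries was not tested.

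Of 38 type I interferon genes 11 had a higher response at 1 week than at 24 hours by limma's test (14 higher when adjusted over the list alone) and 32 a positive difference, led by OASL at 1.68 (adjusted p = 3.5e-04), DDX60 at 1.59 (adjusted p = 8.4e-04) and ISG15 at 1.18 (adjusted p = 0.00114), with adjusted p = 9.5e-15 from limma's camera and adjusted p = 0.0794 with an estimated correlation. The median ran from 0.43 to 0.54 with 1 library left out, and 10000 random gene sets reached at most 0.14. Such sets leave out the correlation between the genes of the list. It was 0.50 without the 1 member on 9q or 22, too few to test gene position. Against 1x sham the irradiated recovery cells had a median of 0.23 and the recovery sham cells -0.03, which argues against a drop in the sham cells as the whole cause of the list's median, though for the leading genes the sham level itself lay at -0.62 (adjusted p = 0.0527) for OASL, -0.52 (adjusted p = 0.102) for DDX60 and -0.53 (adjusted p = 0.0543) for ISG15 by limma. The median was -0.23 at 24 hours (8 lower, 8 lower when adjusted over the list alone, adjusted p = 2.6e-05 from limma's camera and adjusted p = 0.267 with an estimated correlation) and 0.22 at 1 week (11 higher, 11 higher when adjusted over the list alone, adjusted p = 4.3e-06 from limma's camera and adjusted p = 0.422 with an estimated correlation), so a fall at 24 hours and a rise of interferon signalling during recovery may each be part of the cause, and culture history stays open as well.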

How the results depend on the processing

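Of 382 results for named genes, 342 were called and 132 of these kept direction and call under every setting run. With 1 library left out 1194 gene values kept both, 314 lost the call and 13 turned. Among the other settings the call was lost by 176 with a fold change of at least 1.5, by 59 without the low-expression filter and by at most 42 under each of the rest. Of 76 list results 58 passed limma's camera with its preset correlation, and every one of these missed the threshold with the correlation estimated. The settings chosen after seeing the data are the floor of 10 recovered reads, voom on recovered reads, the library blocks fitted apart, and the fit without chromosome 22 and 9q. Each fit that leaves out a library assumes that the lone library of its group varies like the other groups.

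Without the low-expression filter the counts of DEGs were single 609, 3 J/cm2 92, 5x against single 131 and shared in 1 direction 166, where more genes share the adjustment. Without an expression floor they were single 2432, 3 J/cm2 609, 6 J/cm2 4397, 12 J/cm2 5409, 1 week 3332, 5x against single 458, 1 week against 24 hours 2051, 12 against 3 J/cm2 2920 and shared in 1 direction 814, and with a floor of 10 recovered reads single 2432, 3 J/cm2 607, 6 J/cm2 4393, 12 J/cm2 5403, 1 week 3330, 5x against single 458, 1 week against 24 hours 2049, 12 against 3 J/cm2 2918 and shared in 1 direction 814, since both let through genes under 10 RPKM. With only the libraries of the groups compared, which leaves fewer libraries to estimate the spread, they were 3 J/cm2 15, 12 J/cm2 1216, 5x against single 13, 1 week against 24 hours 584 and 12 against 3 J/cm2 579. With the library blocks fitted apart they were 3 J/cm2 14 and 12 against 3 J/cm2 877. After quantile normalization they were single 703, 5x against single 426 and shared in 1 direction 231. With a fold change of at least 1.5 added they were single 52, 3 J/cm2 14, 6 J/cm2 143, 12 J/cm2 237, 1 week 107, 5x against single 51, 1 week against 24 hours 174, 12 against 3 J/cm2 122 and shared in 1 direction 11, as small changes are left out by construction. The share of genes in dose order (main value 49.3%) was 36.4% with only the libraries compared, 36.4% with blocks apart, 57.2% after TMM and 66.7% with the fold change. Some of these shares rest on few genes. The genes shared by the 3 doses numbered 221 in the main fit, 11 with blocks apart and as few as 6 among the planned settings. For quantile normalization, TMM and the blocks the cause was not tested.

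Leaving out each library in turn, the counts ran as follows, with the library behind each end in brackets: single 254 (SSUV3) to 798 (SSUV4), 3 J/cm2 9 (SSUV8) to 473 (SSUV6), 6 J/cm2 991 (SSUV5) to 1779 (SSUV6), 1 week 555 (SSUV14) to 1213 (SSUV15), 5x against single 51 (SSUV3) to 759 (SSUV11), 1 week against 24 hours 574 (SSUV15) to 1387 (SSUV11), 12 against 3 J/cm2 665 (SSUV7) to 1652 (SSUV11), and shared in 1 direction 103 (SSUV3) to 492 (SSUV11). For 12 J/cm2 they ran from 1611 to 2488, and the share in dose order ran from 27.3 (SSUV5) to 70.8 (SSUV11) percent. Leaving out a library lowers the degrees of freedom, though some counts rose, and the cause was not tested.

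After a single dose the log2 fold change of TP63 was -0.016 after TMM and -0.016 with voom, that of CDKN2A -0.050, -0.050, -0.00034 and -0.055 after TMM, after quantile normalization, without mitochondrial genes and with voom, and that of HSD11B2 -0.033, -0.029 and -0.052 after TMM, after quantile normalization and with voom. For lists the direction of the test turned without the filter for nucleotide excision repair (median 0.022 after 1 dose, 0.039 after 5), ribosomal proteins (-0.00035 after 5, and 0.019 after quantile normalization), and, at 1 week, the extracellular matrix (0.00075) and apoptosis (0.024, and 0.028 with only the libraries compared and 0.028 with blocks apart). With 1 library left out values crossed 0 for ATF4 (-0.24 to 0.24), CDKN2A (-0.063 to 0.074), HSD11B2 (-0.044 to 0.053), IFITM1 (-0.17 to 0.077) and NOTCH1 (-0.13 to 0.037) after 1 dose, and after 5 doses for MC1R (-0.090 to 0.054), HSD11B2 (-0.19 to 0.028) and MYC (-0.041 to 0.18). List medians ran from -0.045 to 0.076 for ribosomal proteins and -0.073 to 0.10 for amino acid genes after 5 doses, -0.023 to 0.13 for G2/M genes in 5x against single, -0.026 to 0.037 for NRF2 targets in 12 against 3 J/cm2, and at 1 week 0.0078 to 0.039 for NRF2 targets and -0.041 to 0.044 for the matrix. The cause was not tested.

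No paired analysis was possible because the sample labels give no replicate numbers that link irradiated and sham cells. DESeq2, RLE factors, a likelihood ratio test and voom were planned only for a deposited table of counts, and the table holds RPKM. After reads were recovered, voom was run on them and the others were not. In every group the spread between replicates exceeded counting noise, with a mean chi-square per gene of 3.38 to 12.8. On simulated data a 1.25-fold change was found for 79.1% to 91.0% of genes, so smaller changes can be missed.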

Differences from the paper's values

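Counts here rest on limma's adjusted p under 0.05 and a group mean of at least 10 RPKM, and the paper's on the test of another program with a floor worded as a mean of total counts. "Within" below means that neither value is more than 1.5 times the other, and the 10 other settings are those fixed before the data were examined.

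The paper gives 506 DEGs after a single dose, against 1065 here, within 1.5 times without the low-expression filter and after quantile normalization and not under the other 8, and within it when SSUV1 or SSUV2 is left out. For higher DEGs after a single dose the value is 703 here and 223 in the paper, outside 1.5 times under all 10, and within it when SSUV1 or SSUV2 is left out. The paper gives 159 DEGs after 5 doses of 3 J/cm2, against 267 here, within 1.5 times without the mean-variance trend and not under the other 9. Of the settings chosen after seeing the values, voom on recovered reads gives 232 at this dose and drops 41 of the paper's 159 genes, and the fit without chromosome 22 and 9q gives 235 and drops 61. For DEGs after 5 doses of 6 J/cm2 the value is 1949 here and 991 in the paper, within 1.5 times with only the libraries compared and not under the other 9, and within it when SSUV5 or SSUV10 is left out. The paper gives 1322 DEGs after 5 doses of 12 J/cm2, against 2368 here, within 1.5 times with only the libraries compared and not under the other 9, and within it when SSUV5 or SSUV12 is left out. For higher DEGs after 5 doses of 12 J/cm2 the value is 1408 here and 611 in the paper, within 1.5 times with only the libraries compared and not under the other 9. The library blocks fitted apart, a setting chosen after seeing the values, give 1420 at 6 J/cm2 and 1941 at 12 J/cm2, both within 1.5 times, and drop 79 and 49 of the paper's genes.

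The paper gives 821 DEGs at 1 week, against 1565 here, within 1.5 times without the low-expression filter and not under the other 9, and within it when SSUV13, SSUV14, SSUV15 or SSUV16 is left out. For higher DEGs at 1 week the value is 996 here and 505 in the paper, within 1.5 times without the low-expression filter and after quantile normalization and not under the other 8, and within it when SSUV14 or SSUV16 is left out. The paper gives 316 lower DEGs at 1 week, against 569 here, within 1.5 times without the low-expression filter and not under the other 9, and within it when SSUV13 or SSUV15 is left out. Without chromosome 22 and 9q, a setting also chosen after seeing the values, 737 higher DEGs are called at 1 week, and 225 of the paper's genes at 1 week, higher and lower, are dropped.

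For DEGs shared by the 3 doses the value is 221 here and 112 in the paper, within 1.5 times without the low-expression filter and without the mean-variance trend and not under the other 8, and within it when SSUV9 or SSUV10 is left out. The paper gives about 400 DEGs shared by 24 hours and 1 week, against 895 here, within 1.5 times without the low-expression filter and with only the libraries compared and not under the other 8, and within it when SSUV14 or SSUV16 is left out. For DEGs shared by the single, 5x and 1 week comparisons the value is 407 here and 167 in the paper, within 1.5 times without the low-expression filter and after quantile normalization and not under the other 8, and within it when SSUV1, SSUV2, SSUV14 or SSUV16 is left out. The paper gives 8 shared DEGs of mixed direction, against 31 here, within 1.5 times without the low-expression filter and not under the other 9, and within it when SSUV1, SSUV3, SSUV14 or SSUV16 is left out. For shared DEGs of 1 direction the value is 376 here and 159 in the paper, within 1.5 times without the low-expression filter and after quantile normalization and not under the other 8, and within it when SSUV1, SSUV2, SSUV14 or SSUV16 is left out. The paper gives 84 shared higher DEGs, against 261 here, within 1.5 times without the low-expression filter and after quantile normalization and not under the other 8, and within it when SSUV2, SSUV3, SSUV14 or SSUV16 is left out. For shared lower DEGs the value is 115 here and 75 in the paper, within 1.5 times without the low-expression filter, with only the libraries compared, with a pseudocount of 10 and without the mean-variance trend and not under the other 6, and within it when SSUV1, SSUV4, SSUV5, SSUV6, SSUV13 or SSUV15 is left out.

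For PMEPA1 after a single dose the log2 fold change is 1.79 here and 1.97 in the paper's table, within the replicate SD with a pseudocount of 0.1 and not under the other 9 settings. For PMEPA1 after 5 doses of 12 J/cm2 the log2 fold change is 2.60 here and 2.87 in the paper's table, within the replicate SD with a pseudocount of 0.1 and not under the other 9 settings. For AMTN after 5 doses of 12 J/cm2 the log2 fold change is 2.38 here and 2.79 in the paper's table, within the replicate SD with a pseudocount of 0.1 and not under the other 9 settings. For IRF1 after 5 doses of 12 J/cm2 the log2 fold change is -0.49 here and -0.58 in the paper's table, within the replicate SD after quantile normalization and not under the other 9 settings. Voom on recovered reads, chosen after seeing the values, gives 1.95 and 2.86 for PMEPA1, 2.79 for AMTN and -0.59 for IRF1, all within that SD, and drops 20 of the paper's 506 DEGs of the single dose and 8 of its 1322 at 12 J/cm2, against 54 and 14 dropped without it.

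Of the genes on the paper's sheets, 452 of 506 were called here in the same direction for the single dose, 109 of 159, 967 of 991 and 1308 of 1322 for 3, 6 and 12 J/cm2, and 777 of 821 at 1 week, and every one of them had the same sign. The paper lists DDIT4 with the lower genes of largest change after 5 doses. Its rank is 11 here and 15 in the paper's own table, while PMEPA1, TXNIP and KRT4 rank 1, 1 and 4. The paper states that higher and lower DEGs are equally represented in most comparisons, with cells given 3 J/cm2 as the exception. Its methods apply TMM before testing, while no scaling between libraries was added to the levels here. Here the share of higher genes is 66.0% after a single dose, 59.5% after 5 doses of 12 J/cm2 and 63.6% at 1 week, and it is 49.4%, 52.7% and 52.2% after quantile normalization and 34.1%, 48.1% and 51.2% after TMM. After 5 doses of 3 J/cm2 it is 57.7%, 34.3% with TMM and 47.4% after quantile normalization, and after 5 doses of 6 J/cm2 it is 60.0%, 47.2% and 52.5%. The paper counts most of the genes shared by the 3 doses as dose-dependent, without a stated rule. Of the 112 genes on its 3 sheets, 65 grow from 3 to 6 to 12 J/cm2 in its own values, 96 are larger at 12 than at 3 J/cm2, and 64 grow in order here.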

Other observations

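The gene lists and their tests were planned, and the comparison of recovery cells with 1x sham cells was chosen only after the results were seen. At 6 J/cm2, DDIT3, a stress transcription factor under ATF4, rose by 1.03 (adjusted p = 8.2e-04) on the log2 scale, and MTHFD2, a mitochondrial folate enzyme, by 1.02 (adjusted p = 2.2e-04), both from limma. Of 26 genes of the amino acid response 9 were higher at 3 J/cm2 (16 higher when adjusted over the list alone, none without SSUV5 or SSUV8 and 4 without SSUV7), with a median of 0.37 (adjusted p = 1.8e-10 from limma's camera and adjusted p = 0.321 with an estimated correlation), and 17 at 6 J/cm2 (18 higher when adjusted over the list alone), with a median of 0.43 (adjusted p = 2.7e-08 from limma's camera and adjusted p = 0.282 with an estimated correlation). At 12 J/cm2 1 was higher, 4 lower and 21 did not pass the test (1 higher and 3 lower when adjusted over the list alone), with a median of 0.00 (adjusted p = 0.517 from limma's camera and adjusted p = 0.910 with an estimated correlation). At this dose higher genes numbered none without SSUV5 or SSUV12 and 3 without SSUV6, and lower genes 2 without SSUV5, 1 without SSUV6 and none without SSUV12. Compared directly, 12 J/cm2 lay below 3 J/cm2 for PSAT1, which makes serine, at -0.79 (adjusted p = 0.00164), ASNS, the asparagine synthetase, at -0.71 (adjusted p = 0.00417), and WARS, a tryptophan tRNA synthetase, at -0.51 (adjusted p = 2.4e-04), all from limma, and for 13 genes of the list (16 lower when adjusted over the list alone, 5 without SSUV8 and 6 without SSUV12), with a median of -0.37 (adjusted p = 1.1e-09 from limma's camera and adjusted p = 0.277 with an estimated correlation). VEGFA, the angiogenic growth factor, rose at 6 J/cm2 by 0.81 (adjusted p = 8.6e-05) from limma.

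One week after exposure NDRG1, a hypoxia gene, was lower than in recovery sham cells, at -1.55 (standard error 0.25, adjusted p = 0.00138 from limma) on the log2 scale, BNIP3, a mitophagy receptor, had -1.37 (adjusted p = 0.00173), and PGK1, a glycolytic kinase, had -0.53 (adjusted p = 0.00119), both from limma. Of 19 hypoxia genes 9 were lower and 10 did not pass the test (9 lower when adjusted over the list alone), with a median of -0.72 (adjusted p = 1.5e-12 from limma's camera and adjusted p = 0.422 with an estimated correlation), and of 20 glycolysis genes 13 were lower and 7 did not pass the test (13 lower when adjusted over the list alone, 6 without SSUV14 or SSUV16), with a median of -0.25 (adjusted p = 4.2e-09 from limma's camera and adjusted p = 0.422 with an estimated correlation). ARRDC3, an arrestin that responds to starvation, had -1.24 (adjusted p = 8.0e-05) from limma, and of 18 starvation-response genes 9 were lower and 9 did not pass the test (9 lower when adjusted over the list alone, 4 without SSUV14 or SSUV16), with a median of -0.40 (adjusted p = 8.7e-09 from limma's camera and adjusted p = 0.422 with an estimated correlation). The basal keratin genes KRT5 and KRT14 had -0.74 (adjusted p = 1.1e-05) and -0.50 (adjusted p = 0.00385) from limma, beside -1.02 (adjusted p = 5.2e-07) for KRT5 at 24 hours after 5 doses of 12 J/cm2, and of 18 basal keratinocyte genes 5 were higher, 7 lower and 6 did not pass the test (5 higher and 7 lower when adjusted over the list alone), with a median of -0.01 (adjusted p = 0.322 from limma's camera and adjusted p = 0.777 with an estimated correlation). Higher basal genes numbered 2 without SSUV13, SSUV14 or SSUV16 and 3 without SSUV15, and lower ones 2 without SSUV14 and 3 without SSUV16. KRT7 and KRT18, keratins of simple epithelia, were higher after these 5 doses, at 0.69 (adjusted p = 1.0e-06) and 0.62 (adjusted p = 5.5e-05) from limma, and of 9 such keratin and mucin genes 2 were higher, 5 lower and 2 did not pass the test (2 higher and 5 lower when adjusted over the list alone), with a median of -0.18 (adjusted p = 0.222 from limma's camera and adjusted p = 0.340 with an estimated correlation). At 1 week the histone genes HIST1H2BK and HIST1H1C were higher, at 0.71 (adjusted p = 8.0e-05) and 0.69 (adjusted p = 2.0e-04) from limma, as were 4 of 10 replication-dependent histone genes (4 higher when adjusted over the list alone, 2 without SSUV14 or SSUV16), with a median of 0.43 (adjusted p = 0.00124 from limma's camera and adjusted p = 0.422 with an estimated correlation).

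Some of the largest falls at 1 week were also set beside the sham cells of the single experiment. S100A9 was at 6.41 ± 0.502 RPKM (SD, n = 2) in irradiated recovery cells, 76.6 ± 37.8 in recovery sham cells and 20.8 ± 5.59 in 1x sham cells. For LCP1 the levels were 4.32 ± 0.942, 29.9 ± 4.00 and 12.1 ± 2.07 RPKM (SD, n = 2), for CRABP2 22.2 ± 3.34, 120.1 ± 17.6 and 75.0 ± 7.89 RPKM (SD, n = 2), and for KRT4 12.1 ± 1.04, 63.1 ± 0.314 and 52.0 ± 4.01 RPKM (SD, n = 2). For NDRG1 they were 20.3 ± 5.43, 60.7 ± 12.0 and 27.7 ± 7.81 RPKM (SD, n = 2), and for ALDOC 8.36 ± 2.55, 27.3 ± 4.81 and 15.0 ± 3.63 RPKM (SD, n = 2). Recovery sham cells lay above 1x sham cells by 1.76 (adjusted p = 0.0305) for S100A9, 1.25 (adjusted p = 0.00682) for LCP1, 1.12 (adjusted p = 0.0478) for NDRG1 and 0.67 (adjusted p = 0.0495) for CRABP2 on the log2 scale of limma, while ALDOC at 0.83 (adjusted p = 0.115) and KRT4 at 0.28 (adjusted p = 0.576) did not pass the test. Each of the 4 calls ended without SSUV1 (adjusted p = 0.121 to 0.411 from limma) and without SSUV14 (up to 0.522), that of CRABP2 also without SSUV2 (0.0730) and that of NDRG1 without SSUV13 (0.0561). Irradiated recovery cells against 1x sham cells had -1.53 (adjusted p = 0.0182) for S100A9, -1.30 (adjusted p = 0.00109) for LCP1, -1.72 (adjusted p = 2.9e-04) for CRABP2 and -2.01 (adjusted p = 0.00113) for KRT4 by limma, while NDRG1 at -0.43 (adjusted p = 0.327) and ALDOC at -0.78 (adjusted p = 0.0978) did not pass the test. Of these the call of S100A9 ended with adjusted p = 0.155 without SSUV2, 0.0670 without SSUV15 and 0.135 without SSUV16 in limma. In limma the 19 hypoxia genes had a median of 0.51 in recovery sham cells against 1x sham cells (adjusted p = 5.2e-16 from limma's camera and adjusted p = 0.379 with an estimated correlation) and -0.19 in irradiated recovery cells against 1x sham cells (adjusted p = 7.6e-04 from limma's camera and adjusted p = 0.601 with an estimated correlation). For the 46 rRNA processing genes the same medians were -0.22 (adjusted p = 1.1e-18 from limma's camera and adjusted p = 0.379 with an estimated correlation) and 0.11 (adjusted p = 0.0203 from limma's camera and adjusted p = 0.672 with an estimated correlation). CTD-2550O8.5 was also among the largest falls, and its recovery sham level of 12.1 ± 9.90 RPKM (SD, n = 2) rests mostly on 1 library.

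After a single dose TNS4, a focal adhesion protein, had a log2 fold change of 0.85 (adjusted p = 1.0e-04) and F3, the tissue factor, 0.60 (adjusted p = 0.00114), both from limma. Of 17 YAP targets, which include both, 4 were higher and 13 did not pass the test (4 higher when adjusted over the list alone), with a median of 0.15 (adjusted p = 0.00395 from limma's camera and adjusted p = 0.148 with an estimated correlation). Marker genes of other skin cells were near absent: the highest level in any library was 0.841 RPKM for the 10 fibroblast genes (COL3A1), 0.768 for 8 melanocyte genes (MITF) and 0.514 for 7 endothelial genes (VWF), and of 9 immune cell genes 2 passed the expression filter, with CD68 at up to 27.5.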
